# Dysregulation of Gene Expression in a Lysosomal Storage Disease Varies between Brain Regions Implicating Unexpected Mechanisms of Neuropathology

**DOI:** 10.1371/journal.pone.0032419

**Published:** 2012-03-05

**Authors:** Michael K. Parente, Ramona Rozen, Cassia N. Cearley, John H. Wolfe

## Abstract

The characteristic neurological feature of many neurogenetic diseases is intellectual disability. Although specific neuropathological features have been described, the mechanisms by which specific gene defects lead to cognitive impairment remain obscure. To gain insight into abnormal functions occurring secondary to a single gene defect, whole transcriptome analysis was used to identify molecular and cellular pathways that are dysregulated in the brain in a mouse model of a lysosomal storage disorder (LSD) (mucopolysaccharidosis [MPS] VII). We assayed multiple anatomical regions separately, in a large cohort of normal and diseased mice, which greatly increased the number of significant changes that could be detected compared to past studies in LSD models. We found that patterns of aberrant gene expression and involvement of multiple molecular and cellular systems varied significantly between brain regions. A number of changes revealed unexpected system and process alterations, such as up-regulation of the immune system with few inflammatory changes (a significant difference from the closely related MPS IIIb model), down-regulation of major oligodendrocyte genes even though white matter changes are not a feature histopathologically, and a plethora of developmental gene changes. The involvement of multiple neural systems indicates that the mechanisms of neuropathology in this type of disease are much broader than previously appreciated. In addition, the variation in gene dysregulation between brain regions indicates that different neuropathologic mechanisms may predominate within different regions of a diseased brain caused by a single gene mutation.

## Introduction

Intellectual disability is a prominent feature of many monogenic diseases affecting the brain. However, the mechanisms by which specific gene defects lead to cognitive impairment remain obscure. Detailed understanding of the relationship of specific pathologic changes to systems defects is lacking, especially since pathological lesions are often present in many areas of the brain. Little data is available on the effects of global disease on different sub-regions of the brain. To gain insight into regional differences in abnormal functions occurring secondary to a single gene defect, we used whole transcriptome analysis to identify molecular and cellular pathways that are dysregulated in the brain in a mouse model of a lysosomal storage disorder (LSD).

The LSDs constitute a large group of neurogenetic diseases in which un-degraded macromolecules accumulate in the lysosome. Specific neuropathologic features occur in many LSDs, including meganeurites, neurite sprouting, ectopic dendrites, and axonal spheroids [1] [2]. Storage lesions are present throughout the brain, but structural abnormalities can be concentrated in types of neurons or specific regions; e.g. GABAergic neurons exhibit neuroaxonal dystrophy more than other cell types [1] and neurodegeneration can occur in selective regions involved in cognition [3]. Like most neurodegenerative diseases, astrogliosis and neuroinflammation are present in LSD brains [4]. Despite the availability of many well-characterized animal models of LSDs, understanding of the role of cellular and molecular changes in the phenotype of the brain disease is at best incomplete [5], [6].

We investigated the widely studied mouse model of mucopolysaccharidosis (MPS) VII, caused by deficiency of β-glucuronidase (GUSB) [7]. Humans with MPS VII have a broad spectrum of clinical signs including variable intellectual disability [8]. MPS VII mice have widespread storage lesions in the CNS [9]. Gene expression studies on the brain in this and other MPS and LSD models have been limited, however, by using whole brain, large pieces that included parts from multiple sub-regions, pooled samples, small numbers of samples, single substructures, or analysis of a limited number of genes.

Our data show that patterns of aberrant gene expression due to disease vary significantly between major brain sub-structures and involve multiple neural pathways, demonstrating greater complexity of abnormalities than seen previously. 1) Comparing MPS VII to the closely related MPS IIIB (the most extensively studied MPS model) showed a different pattern of inflammatory and immune system activation, reflecting differences in the predominant glycosaminoglycan substrate accumulated in each disease. 2) There was substantial down-regulation of oligodendrocyte genes even though white matter disease is not a feature by histopathology. 3) Many developmental genes were altered even though the brains were from adults with advanced disease. The involvement of many important neural systems, and the variation in which systems are dysregulated between regions, indicate that the mechanisms of neuropathology in this type of disease are much broader than previously appreciated.

## Results

### 1. Variation between regions in normal mouse brain

Differences between the six regions in the normal mice were analyzed by determining if the region with the maximum expression was significantly above the mean of the other regions at a p* of ≤0.01. The number of genes enriched relative to other regions were: cerebral cortex (CT) 1383 genes (1668 probes); hippocampus (HP) 2165 genes (2656 probes); olfactory bulb (OB) 1877 genes (2341 probes); brain stem (BS) 2923 genes (3718 probes); cerebellum (CB) 1178 genes (1418 probes); rest (largely striatum and thalamus)(ST) 1613 genes (1852 probes). The most highly expressed genes (defined as ≥20 fold change over the mean of the other regions) are shown in a heat map (Figure 1). This list was compared to 22 previously reported regional markers [10], [11], [12], [13], [14], [15]. Twenty (20) of these had the highest expression in the same region in our cohort and the other 2 were found in the region with the second highest level of expression.

**Figure 1:**
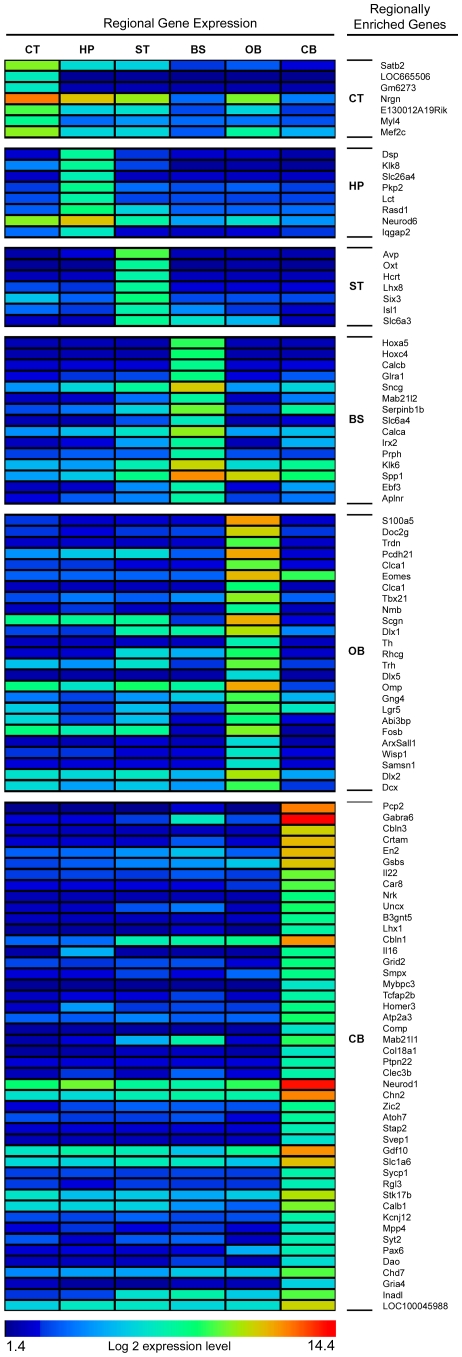
Regional variation of highest expressed genes in normal mouse brain. The log 2 expression levels for genes with a >20 fold increase in expression level over the mean of the other 5 regions were determined and grouped according to highest expressing region. Color bar at bottom shows range of values. Specific genes are listed in right hand column.

### 2. General observations on MPS VII versus normal brains

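RNA from 6 brain regions of MPS VII mice, which carry a deletion in the gene of β-glucuronidase (Gusb), and of normal mice (wild-type and carriers combined) was measured at 5 months of age on Affymetrix mouse genome arrays with 22690 probe sets. The regions were cerebral cortex (CT), hippocampus (HP), olfactory bulb (OB), brainstem (BS), cerebellum (CB) and the striatum and thalamus (ST). The comparison holds 94 arrays from 16 mouse numbers: 8 arrays of normal mice in each region, and 8 arrays of MPS VII mice in each region except HP and CB, which have 7. The authors normalized the arrays with GCRMA, fitted a mixed model of genotype, region, mouse and the genotype by region interaction to the log2 values, and deposited a table of its comparisons. For each probe set, that table gives the ratio of MPS VII to normal in each region, its p-value after the step-up (Benjamini-Hochberg) adjustment, p*, and the p-values of genotype, region and their interaction. It holds no value per array, and the number of arrays limits the precision. Ratios were converted here to log2, a probe set was counted as changed at p* at or under 0.01, and a gene was counted as changed in a region when any of its probe sets was. The residual SD of each probe set and the standard errors (SE) below were recovered from the deposited ratios and p-values by solving the model's F tests for the variance, which takes the residual variance to be the same in all regions. The recovered residual SD had a median of 0.24 on the log2 scale, and the SE of a regional log2 ratio a median of 0.12. Among the mouse numbers, 4 carry both genotypes in the sample labels, on 4 arrays of BS and 2 of HP, and each array was taken with the genotype of its own label. Variable probe sets of sex-linked genes had residual SDs between 1.02 and 2.20 within the arrays of a mouse number.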

The large cohort of control and diseased brains allowed analysis of the gene expression changes at the p*≤0.01 level. Since a tightly regulated gene with a small proportional change in magnitude may be biologically significant, a minimum fold change was not used [16]. Overall there were 853 genes (970 probes) altered in at least one region of the mutant mouse brain (Table 1) with the largest number of changes in the olfactory bulb. 

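By the authors' deposited table, 971 probe sets passed the threshold in at least 1 region, of which 612 were higher and 361 lower in MPS VII, with 2 counted in both directions. In OB, the authors' deposited table has 515 changed probe sets (381 up, 134 down), which name 453 genes. BS followed with 342 probe sets (219 up, 123 down) and CT with 271 (170 up, 101 down) in the authors' deposited table. Fewer passed in HP (214 probe sets, 121 up and 93 down), ST (214, with 167 up and 47 down) and CB (213, with 165 up and 48 down) in the authors' deposited table. The median absolute log2 ratio of the changed probe sets lay between 0.83 in BS and 1.08 in HP, with 0.92 in OB, 0.96 in CT, 0.98 in CB and 0.97 in ST. A fold change under 1.5 was found for 106 of the changed probe sets in OB, 66 in BS, 40 in CT, 33 in ST, 30 in CB and 25 in HP. The step-up adjustment was made within each region, so the same unadjusted p can pass in one region and not in another. Unadjusted p-values were therefore recovered from p* and its rank and adjusted over the 6 regions together, an alternative chosen after seeing the data. Under that joint adjustment, 460 probe sets passed in OB, 330 in BS, 275 in CT, 230 in CB, 230 in ST and 222 in HP, and 946 in at least 1 region. At least 1 region was passed by 1782 probe sets at a threshold of 0.05 and by 365 under a Bonferroni correction at 0.01.

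**Figure D1:**
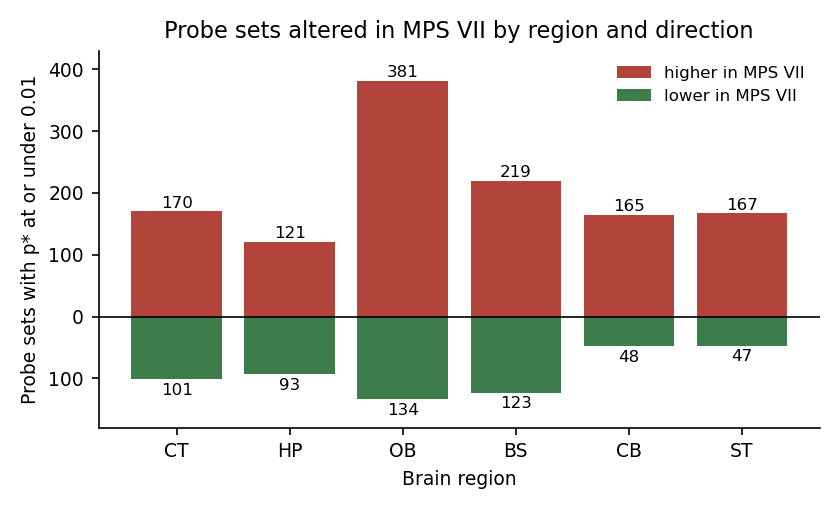
Number of probe sets with p* at or under 0.01 in MPS VII against normal mice in each of the 6 regions, with higher and lower probe sets shown separately. OB has 381 higher and 134 lower probe sets, and CB, with 213 in all, has the fewest.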

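Of the 971 changed probe sets, 630 passed in 1 region, 147 in 2, 66 in 3, 39 in 4, 43 in 5 and 46 in all 6 regions. Counted by gene, 547 were changed in 1 region (64.1%), 141 in 2, 55 in 3, 34 in 4, 38 in 5 and 38 in all 6. After the joint adjustment over the 6 regions, 525 genes were changed in 1 region and 38 in all. A p* above the threshold in the other regions does not show that the change differs between regions, so the interaction was read as well. The authors' deposited table gives 212 probe sets an interaction p* at or under 0.01, and 199 of them also passed in at least 1 region. Among the 630 probe sets changed in 1 region, 96 (15.2%) had such an interaction, compared with 103 of the 341 changed in several regions. For 587 of the 630, the log2 ratio in the changed region differed from the mean of the other 5 regions by more than 2 SE, a count raised by the choice of the region from the same values. Across the regions in which these 630 probe sets did not pass, 76.6% of the ratios had the sign of the changed region. In simulations from the recovered variances, this share was 49.9% (range 47.1 to 52.4%) when the change was in the changed region alone and 90.0% (88.3 to 91.8%) when it was equal in all regions. The first value was fixed by construction. The simulated probe sets were not selected for passing in 1 region, so these values do not bound the observed share.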

A number of genes showed significant changes in multiple regions (shared) but the majority were changed only in one brain region (unshared) (Table 2).

**Table 1:** Regional gene changes in MPS VII.

Region	Number of genes (probes) altered
Cortex (CT)	236 (271)
Hippocampus (HP)	180 (214)
Olfactory bulb (OB)	454 (515)
Brain stem (BS)	302 (342)
Cerebellum (CB)	191 (213)
Striatum/Thalmus (ST)	191 (214)

**Table 2:** Number of gene expression changes shared by different regions.

Number of shared regions	Number of genes
All 6	38
5	41
4	40
3	62
2	139
unshared (single region)	591

The significantly changed genes were analyzed using GeneTrail (http://genetrail.bioinf.uni-sb.de) [17] for Gene Ontology (GO) terms [18] and KEGG pathway enrichment [19], and then were evaluated by DAVID (http://david.abcc.ncifcrf.gov/) for functional clustering [20]. The GeneTrail results showed 712 GO-term associations and enrichment of 10 KEGG pathways, with the most significantly over-represented GO-terms shown in Table 3 (full data at http://repository.upenn.edu/wfg_ccmg) and all of the KEGG pathways shown in Table 4. The DAVID analysis showed many related clusters (Table S1), which can be thematically grouped into the following: apoptosis, cell cycle, cell migration, circadian rhythm, development, extracellular matrix/adhesion, immune and inflammatory, ion transport/channels, metabolism, myelination, neural disease, neuron, neuropeptide/hormone, nucleus/gene regulation, signaling, transporter, and ubiquitin.

**Table 3:** Most significantly (p<0.000001) over-represented Gene Ontology terms.

Gene Ontology	expected	observed	p-value(fdr)
lytic vacuole	7.46	40	6.36E-16
lysosome	7.46	40	6.36E-16
immune system process	35.00	91	1.48E-14
vacuole	8.51	40	5.97E-14
positive regulation of biological process	54.61	117	5.05E-13
extracellular region	69.92	137	1.52E-12
response to stimulus	96.89	169	1.95E-11
immune response	20.83	60	2.38E-11
positive regulation of cellular process	48.25	102	5.56E-11
cell proliferation	27.02	69	1.03E-10
positive regulation of immune system process	8.68	35	2.13E-10
protein binding	229.75	319	3.08E-10
regulation of cell proliferation	19.74	54	2.25E-09
response to external stimulus	25.05	62	4.78E-09
ensheathment of neurons	1.49	14	5.75E-09
axon ensheathment	1.49	14	5.75E-09
regulation of immune response	7.94	31	6.83E-09
positive regulation of response to stimulus	7.15	29	1.05E-08
positive regulation of immune response	5.83	26	1.08E-08
regulation of immune system process	12.90	40	1.72E-08
regulation of action potential in neuron	1.67	14	2.70E-08
myelination	1.40	13	2.70E-08
developmental process	126.76	192	4.64E-08
pattern binding	5.00	23	5.31E-08
polysaccharide binding	5.00	23	5.31E-08
response to stress	47.94	92	7.33E-08
regulation of response to stimulus	12.59	38	8.43E-08
cell adhesion	25.48	59	1.09E-07
biological adhesion	25.48	59	1.09E-07
defense response	19.83	50	1.14E-07
cell surface	10.66	34	1.33E-07
immune effector process	7.68	28	1.68E-07
inflammatory response	10.26	33	1.78E-07
lymphocyte mediated immunity	5.44	23	2.29E-07
regulation of action potential	2.02	14	3.08E-07
response to wounding	15.04	41	3.08E-07
carbohydrate binding	13.29	38	3.08E-07
leukocyte mediated immunity	6.01	24	3.14E-07
regulation of multicellular organismal process	30.09	64	4.90E-07
adaptive immune response	5.31	22	6.06E-07
adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains	5.31	22	6.06E-07
regulation of developmental process	39.43	77	6.06E-07
anatomical structure development	92.28	145	6.49E-07
chemical homeostasis	13.82	38	7.31E-07
external side of plasma membrane	7.37	26	9.12E-07

**Table 4:** All KEGG pathways of significantly changed genes (from Genetrail).

KEGG pathway	expected	observed	p-value(fdr)
Lysosome	6.40	28	1.97E-09
Complement and coagulation cascade	3.97	13	8.67E-03
Cell adhesion molecules (CAMs)	6.40	28	3.43E-02
Huntington's disease	3.97	13	3.43E-02
Other glycan degradation	8.78	19	3.43E-02
Adipocytokine signaling pathway	3.70	10	4.71E-02
Cytokine-cytokine receptor interaction	13.32	24	4.71E-02
Glycosaminoglycan degradation	1.06	5	4.71E-02
Pathways in cancer	18.29	31	4.71E-02

Expression of the Gusb gene was significantly down-regulated in all brain regions in the MPS VII mice (average p* = 1.4×10^−7^). This was expected because the mutation is at the 3′ end of the gene and results in a very low level of transcription due to instability of the mutant mRNA [21]. 

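Gusb is represented by 2 probe sets. For the first, the authors' deposited table gives log2 ratios of −2.90 in CT (p* = 1.82e-10), −2.71 in HP (p* = 2.59e-09), −2.68 in OB (p* = 9.00e-10), −2.66 in BS (p* = 1.13e-09), −2.33 in CB (p* = 7.17e-07) and −2.39 in ST (p* = 9.42e-08). The mean over the regions was −2.61 ± 0.11 (recovered SE), and the residual SD of the probe set was 0.55. The smallest reduction, in CB, differed from the mean of the other 5 regions by 0.34 ± 0.31 (SE), and the interaction p* in the authors' deposited table was 0.956. The second probe set passed in no region, with log2 ratios between −0.21 in CT and 0.26 in ST and a mean of 0.02 ± 0.11 (recovered SE).

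**Figure D2:**
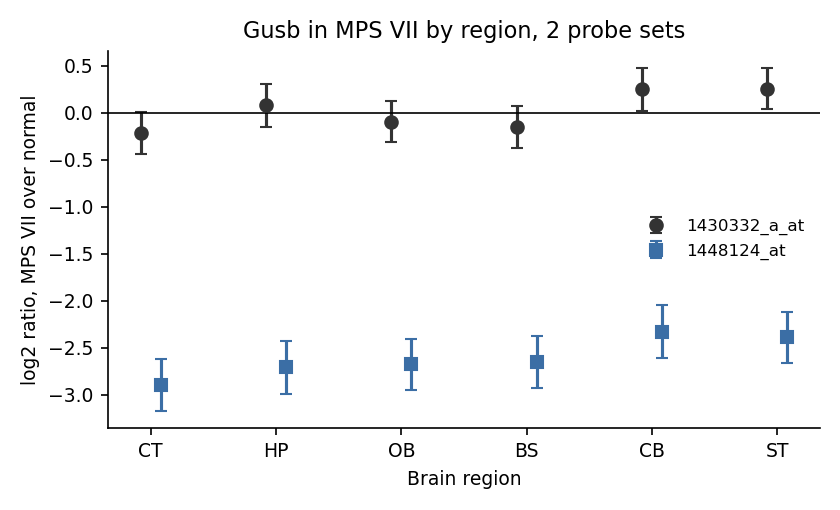
Log2 ratio of MPS VII to normal for the 2 Gusb probe sets in each of the 6 regions, with bars of 1 recovered SE on each side. The probe set that passed lies between −2.90 and −2.33, and the other between −0.21 and 0.26.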

Many other lysosomal genes were up-regulated (Figure 2), which was also expected since secondary elevation of enzymatic activities of other lysosomal enzymes is a common feature in LSDs, including MPS VII [22], [23], [24]. 

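Figure 2 lists 41 genes, all found in the table, and 9 of them were changed in all 6 regions and 16 in 1 region. The genes were chosen for the figure from these same comparisons, so their number is not independent evidence. In the changed regions 37 of the genes were higher, and the 4 lower genes were Gusb, Ctsk, Litaf and Chid1. By region, 37 of the 41 were changed in OB, 20 in ST, 19 in CT, 17 in HP, 17 in BS and 16 in CB. The median log2 ratio over the list, changed or not, was 0.77 in OB, 0.44 in ST, 0.40 in CT, 0.39 in HP, 0.31 in CB and 0.29 in BS. An interaction p* at or under 0.01 was found for 12 of the genes.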

The reduced expression in Gusb and increased expression of Hexb were confirmed by RT-PCR (Fig. S1). In addition to the genes that are listed in the DAVID Lysosome cluster, 5 more recently identified lysosomal genes were also up-regulated [25].

**Figure 2:**
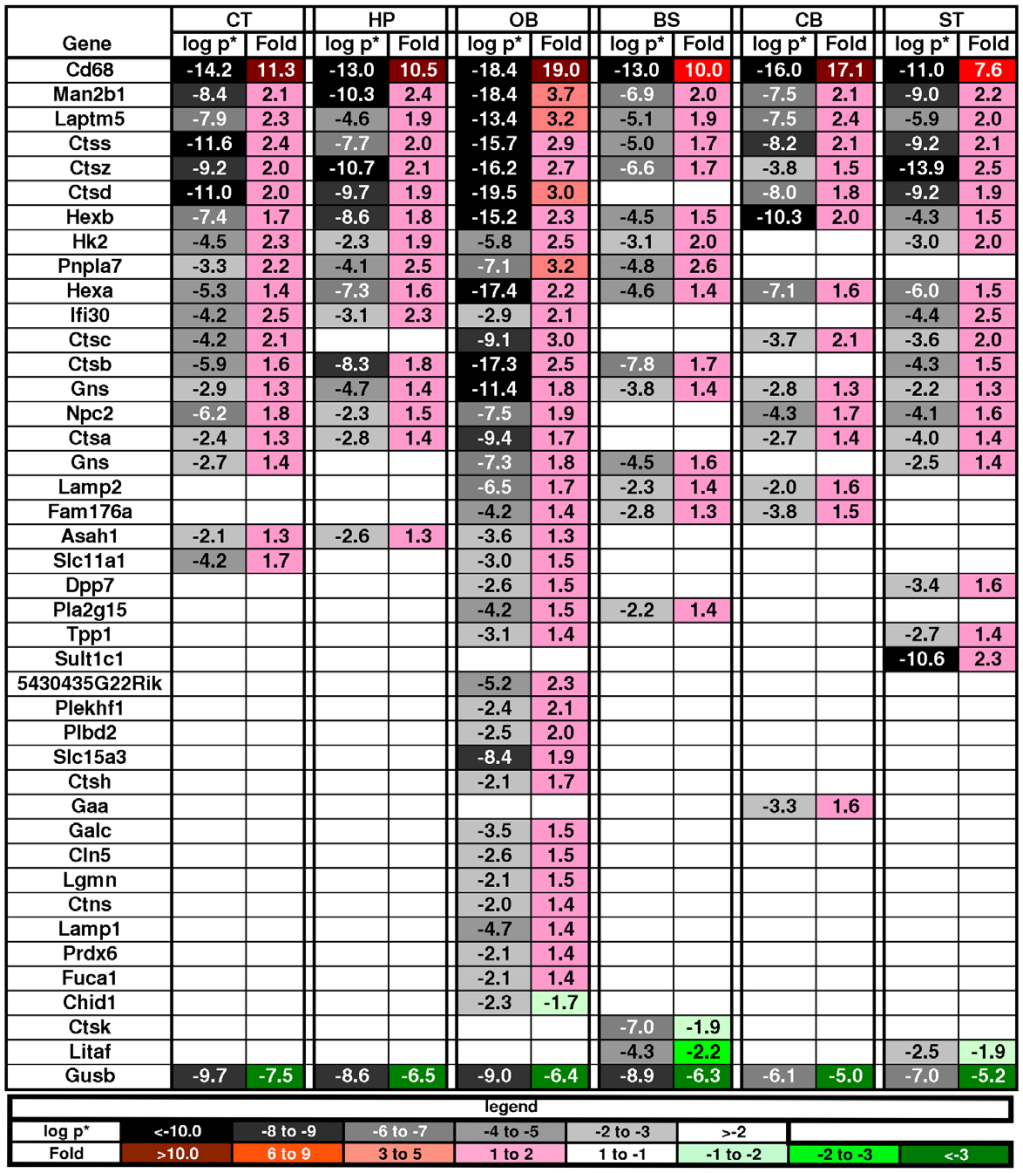
Changes in lysosome genes across regions in MPS VII brain. The key across the bottom shows the magnitude of significance coded in shades of gray and the fold change and direction coded in shades of red for increased expression and shades of green for decreased expression (the same key is used in figures 3–8). The values for each gene in each region are in the boxes. Gusb was down-regulated in all regions, as expected, while other normal lysosomal genes were up-regulated consistent with enzymatic activity data.

We also examined genes of the recently identified CLEAR (Coordinated Lysosomal Expression and Regulation) network regulated by transcription factor EB (TFEB) [26], [27]. However, the changes in the MPS VII brain were limited to several genes in the lysosomal-hydrolases-and-accessory-proteins group and only one of the autophagy target genes (HIF1A) was changed. 

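For Hif1a, 1 of 4 probe sets passed in CB alone, with a log2 ratio of −0.43 and p* = 0.00827 in the authors' deposited table. The other 5 regions had ratios between −0.05 and 0.12 on the log2 scale for this probe set, whose residual SD was 0.19. The interaction p* of this probe set was 0.181 in the authors' deposited table. The other 3 Hif1a probe sets passed in no region, and in CB they had log2 ratios of −0.09, −0.28 and −0.36.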

None of the TFEB target genes involving lysosomal membranes, acidification, or biogenesis were changed. This suggests that the gene expression changes in a single lysosomal enzyme deficiency state are either unrelated to the CLEAR network or possibly involve other unknown regulatory factors.

### 3. Regional differences between normal and MPS VII mouse brain

Many genes showed changes in various regional combinations. 

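Changed in 1 region only or unchanged in 1 region only were 673 probe sets by the threshold on p*. Of these, 630 passed in 1 region and 43 in 5 of the 6. For the 43, the region that did not pass was CB in 31, BS in 7, OB in 2 and CT, HP and ST in 1 each. The number was 1291 at a threshold of 0.05, 382 at 0.001 and 245 under the Bonferroni correction at 0.01.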

A large number were changed in one region exclusively or lacked change in one region exclusively (Table S2). The direction of change was always the same across regions, with only one exception (Enpp2), which had mixed up/down regulation. 

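Among all pairs of regions in which the same probe set passed, 1697 of 1699 had the same sign. The 2 exceptions were a probe set of Enpp2 and a probe set of Fbln7. The authors' deposited table gives Enpp2 log2 ratios of −1.82 in HP (p* = 4.27e-04) and 1.66 in CB (p* = 0.00231), with an interaction p* of 2.01e-05. Enpp2 in CB lay 2.32 ± 0.39 (SE) above the mean of the other 5 regions. Fbln7 had 1.18 in OB (p* = 3.72e-10) and −0.76 in CB (p* = 2.73e-04) in the authors' deposited table, with an interaction p* of 3.09e-09. Fbln7 in OB differed from the mean of the other regions by 1.31 ± 0.15 (SE). Counted by gene, 5 had regions of both signs, since Bid, Cables1 and Serhl were higher with one probe set in one region and lower with another in another region. The number of such genes was 21 at a threshold of 0.05, 2 at 0.001, 3 with a minimum of 1.5-fold and 0 under Bonferroni. Of the genes listed as choroid plexus transcripts, 18 other than Otx2 and Kl could be read, and their median log2 ratio was −1.54 in HP and 1.71 in CB.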

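By probe set, the changes found in 1 region numbered 248 in OB, 163 in BS, 100 in CB, 52 in CT, 34 in HP and 33 in ST. When a gene had to be unchanged with all its probe sets in the other regions, these were 220 genes in OB, 138 in BS, 90 in CB, 42 in CT, 32 in ST and 25 in HP. They were higher in MPS VII for 175 of 248 probe sets in OB, 83 of 163 in BS, 65 of 100 in CB and 24 of 33 in ST, and lower for 38 of 52 in CT and 26 of 34 in HP. The share of the other regions' ratios with the same sign was 82.8% for OB, 80.6% for ST, 80.0% for CT, 77.1% for BS, 74.7% for HP and 57.8% for CB.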

For the changes that were found in only one region, the OB had the most (239) followed by the BS (154), CB (96), CT (50), HP (33) and ST (33). Examples are the 11-fold down-regulation in the OB of olfactory marker protein (Omp), expressed specifically in olfactory neurons, which when inactivated alters odorant perception [14], [28]; and the 8-fold down-regulation in the HP of Otx2 which controls neuron subtype identity, the fate of GABAergic neurons, and forebrain development [29], [30], [31]. 

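Omp is represented by 2 probe sets, and for the one with the smaller p* the authors' deposited table has an interaction p* of 4.24e-09. Omp in OB differed from the mean of the other 5 regions by −3.40 ± 0.34 (SE), and its log2 ratios in those regions lay between −0.13 and 0.05. For Otx2, the authors' deposited table gives a log2 ratio of −3.00 in HP (p* = 9.72e-04) and an interaction p* of 0.0137. Otx2 in HP differed from the mean of the other regions by −3.01 ± 0.67 (SE), with a residual SD of 1.18. The choroid plexus list without Otx2 and Kl had a median log2 ratio of −1.54 in HP, and the olfactory sensory neuron list without Omp, of which 4 genes could be read, had −0.48 in OB.

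**Figure D3:**
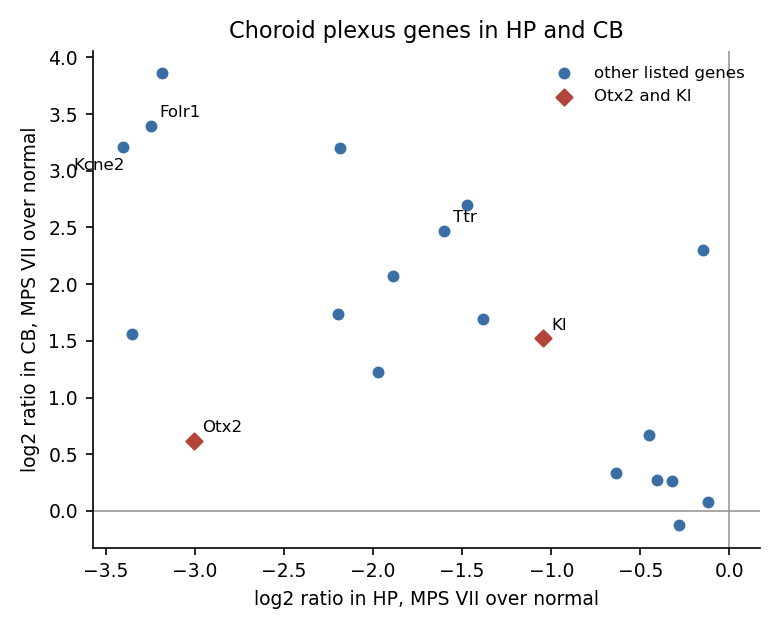
Log2 ratio of MPS VII to normal in HP (horizontal) and CB (vertical) for each listed choroid plexus gene, averaged over its probe sets, with Otx2 and Kl marked. The 18 genes other than Otx2 and Kl have a median of −1.54 in HP and 1.71 in CB.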

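By gene, 38 were changed in 5 regions, and the unchanged region was CB for 27, BS for 7, OB for 2, CT for 1 and HP for 1. The ratios in the unchanged region were not near 0 as a group. In the direction shared by the other regions, the median log2 ratio of the 31 probe sets unchanged in CB was 0.45 in CB, and that of the 7 unchanged in BS was 0.28 in BS.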

There were 41 genes that were changed in five of the six regions (unchanged in only one), with the CB having 4 times as many of the unchanged genes as the next closest region (BS). The CT, HP, and OB each had only a single gene that was exclusively unchanged in each region.

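Measured in the direction of the other regions, the log2 ratio of the probe set in the unchanged region was 1.11 for the 1 unchanged in CT and 0.77 for the 1 unchanged in HP, with a median of 0.56 for the 2 unchanged in OB.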

There also were regional variations in the clusters of genes related to specific pathology and functions (GO-term categories). For example, the OB ranked highest in immune system process, ensheathment of neurons, inflammatory response, and regulation of action potential, while the CB was the only region with no changes in ensheathment of neurons or action potential. The GeneTrail analysis of each set of regionally unique gene changes found enrichment of GO terms specific to each region. However, most of the functional categories of the DAVID clusters were also identified by the overall analysis, as shown below.

### 4. Gene expression changes underlying specific neuropathologies

The Pathognomonic lesion in MPS VII and the other LSDs is engorged lysosomes in cells [9]; and a number of neuronal dysmorphologies are found in the brain [1]. A number of other morphological, biochemical, and behavioral abnormalities have been found in the MPS VII model and changes in gene expression in specific pathways were found that implicate specific cellular processes that underlie them.

#### 4a. Neurodegeneration

The MPS VII mouse brain has specific regional changes in neurodegeneration, which are concentrated in the hippocampus, cerebral cortex and striatum [3]. The neurodegeneration is characterized by progressive accumulation of ubiquitin and neurofilament and the absence of other neuro-degeneration sub-types characterized by PHF-Tau, alpha-synuclein, or apoptosis [3]. Abnormal levels of ubiquitin and neurofilament are seen in some glia as well as neurons. However, the evaluation of brain homogenates by gene array measures gene expression from a mixture of neural cell types. To determine if alterations in the MPS VII brain regions were associated with specific neural cell types, we compared our results to a panel of genes that are highly expressed in specific isolated populations of neurons, oligodendrocytes, or astrocytes in vitro [32]. Despite the morphologic change in most neurons [9] only 3 out of 80 neuron-specific marker genes were altered: upregulation of Asph in BS, and Cyb561 and Lpl in CB.

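Asph is represented by 5 probe sets, of which 1 passed in BS with a log2 ratio of 0.53 (p* = 0.00988) in the authors' deposited table. After the joint adjustment over the 6 regions, Asph did not pass in BS. For Cyb561, the authors' deposited table has a log2 ratio of 1.11 in CB (p* = 0.00537), and for Lpl one of 1.78 in CB (p* = 0.0033). Against the mean of the other 5 regions, the differences were 0.36 ± 0.14 (SE) for Asph in BS, 1.28 ± 0.28 (SE) for Cyb561 in CB and 2.04 ± 0.42 (SE) for Lpl in CB. The second probe set of Lpl had a log2 ratio of 0.13 in CB.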

Among all the neuronal receptor genes represented in the array, changes were seen in only 4 out of 121, and only in one region each: 1) up-regulation in the BS of the gamma-aminobutyric acid (GABA)-A receptor subunit alpha 6 (Gabra6); 2) down-regulation in the CT of the adrenergic receptor Adra1b; 3) down-regulation in the CT of the class III glutamate receptor, Grm8; and 4) up-regulation in the BS of Slc1a6, the high affinity glutamate transporter (Table S3). 

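Of the 115 genes listed in Table S3, 114 were found, with 159 probe sets, and 4 genes passed in 1 region each. None of the 114 had an interaction p* at or under 0.01. The authors' deposited table gives log2 ratios of 1.81 for Gabra6 in BS (p* = 0.0087), 0.71 for Slc1a6 in BS (p* = 0.00299), −1.12 for Adra1b in CT (p* = 7.93e-04) and −0.84 for Grm8 in CT (p* = 0.0072). The differences from the mean of the other 5 regions were 1.85 ± 0.49, 0.65 ± 0.17, −1.06 ± 0.24 and −0.59 ± 0.22 (SE), in that order. At a threshold of 0.05, 13 genes of the list passed, at 0.001 only 1, and under Bonferroni 0. The list of transcripts of cerebellar granule and Purkinje cells, without Gabra6 and Slc1a6, had a median log2 ratio of 0.35 in BS over 17 genes, 14 of them positive.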

There could, though, be significant changes in individual neurons or small nuclei that would not appear against the background of the regional homogenates.

The gene expression arrays scored very high in the order of cluster-related GO-terms for genes associated with apoptosis. In contrast, histopathological analysis shows no evidence for increased apoptosis in the MPS VII mouse brain [3]. Although the GO-term association was high, the gene arrays showed both increases and decreases in expression of apoptotic genes, and for both positive and negative regulators of apoptosis (Table S4) in contrast to a qPCR study [33]. 

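Table S4 lists 26 positive and 21 negative regulators of apoptosis, all found, and chosen from these same comparisons. Of the positive regulators, 21 had a higher and 6 a lower region, with Bid in both groups, and 17 were changed in 1 region. Among the negative regulators, 13 were higher and 8 lower, and 18 were changed in 1 region. By region, 17 of the positive regulators were changed in OB (13 up, 4 down) and 9 in BS (7 up, 2 down), and 9 of the negative regulators in OB (6 up, 3 down) and 9 in BS (7 up, 2 down). An interaction p* at or under 0.01 was found for 5 positive and 7 negative regulators.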

Taken together the data indicates that the net biological effect of the dys-regulated genes in apoptotic pathways was neutral.

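The gene of tau (Mapt) is represented by 3 probe sets, and none passed in any region. The smallest p* among them in the authors' deposited table was 0.281, for a log2 ratio of −0.71 in BS. Over the regions, the mean of that probe set was −0.26 ± 0.14 (SE), with a residual SD of 0.66. The means of the other 2 probe sets were −0.04 ± 0.06 and −0.05 ± 0.09 (SE).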

There were no significant gene changes for PHF-Tau or alpha-synuclein, consistent with the previous negative histopathology findings [3]. However, there also were no changes detected in neurofilament genes and relatively minor changes in genes associated with ubiquitination, both of which are significantly increased in specific brain regions by immunohistochemical analysis [3]. 

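The 3 neurofilament genes, Nefl, Nefm and Nefh, passed in no region, with a smallest p* of 0.262 in the authors' deposited table. Their median absolute log2 ratio was 0.15, the largest was 0.36, and at least 4 of 18 regional comparisons had an unadjusted p under 0.05. Of 39 ubiquitin-specific peptidase genes, 1 (Usp53) was changed in at least 1 region, and of 29 ubiquitin-conjugating enzyme genes 3 were (Ube2b, Ube2c and Ube2d1). For Ube2b, the authors' deposited table has a log2 ratio of −0.35 in BS (p* = 0.00387). Ube2b in BS differed from the mean of the other regions by −0.20 ± 0.09 (SE).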

In the immunohistochemical analysis the numbers of Ubq/NFL+ cells were significantly increased in MPS VII but were a relatively small proportion of each region, thus gene expression changes within these cells would probably not be distinguishable from background in the array analysis since whole region homogenates were assayed.

Changes in expression of other genes that have been associated with neurodegeneration include: 1) cerebellar degeneration-related 2 (Cdr2) which was down-regulated in the HP (although not in the CB); 2) reduced expression in transcription factors associated with neurogenetic diseases (e.g. Fos, JunB) was seen in the CB; and 3) decreased expression of glycine amidinotransferase (Gatm) in the BS, a gene associated with mental retardation [34]. 

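For Cdr2, the authors' deposited table gives a log2 ratio of −2.13 in HP (p* = 1.62e-07), 0.38 in CB (p* = 0.993) and an interaction p* of 1.81e-04. Cdr2 in HP differed from the mean of the other regions by −1.93 ± 0.32 (SE). Fos passed in CB with a log2 ratio of −1.49 (p* = 5.56e-06), in OB with −1.27 and in CT with −1.14 in the authors' deposited table. Junb had −1.06 in CB (p* = 0.0616) and passed in OB with −1.51 and in CT with −1.30 in the authors' deposited table. In CB, the difference from the mean of the other regions was −0.68 ± 0.22 (SE) for Fos and −0.07 ± 0.33 (SE) for Junb. The list of immediate early genes without Fos and Junb, of which 14 could be read, had a median log2 ratio of −0.34 in CB. Gatm had −0.76 in BS (p* = 0.00124) in the authors' deposited table. Gatm in BS differed from the mean of the other regions by −0.49 ± 0.17 (SE).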

Overall, the data are consistent with histological studies in which neuronal loss is not a major feature of lysosomal storage diseases [1].

#### 4b. Astrogliosis

Astrogliosis is a feature of many neurodegenerative diseases [35], including the MPS VII mouse [3]. Of the top 40 astrocyte cell-specific genes identified in vitro [32], 13 were changed, all of which were up-regulated (Table S5). 

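All 13 genes of Table S5 were found, passed in at least 1 region and were higher there. They were chosen from these same comparisons. By region, 8 passed in OB, 8 in BS, 6 in HP, 5 in CT, 5 in CB and 3 in ST. An interaction p* at or under 0.01 was found for 2 of them.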

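For the Gfap probe set with the smallest p* over the regions, the authors' deposited table has log2 ratios of 2.50 in CT, 2.26 in OB, 1.83 in ST, 1.46 in HP, 1.29 in BS and 1.15 in CB (p* = 0.00661). The mean over the regions was 1.75 ± 0.11 (SE) for this probe set. Aqp4 passed in CT with 0.72 and in OB with 0.99, and its interaction p* in the authors' deposited table was 1.23e-05. Aqp4 in OB lay 0.69 ± 0.12 (SE) above the mean of the other 5 regions. Slc14a1 passed in all regions except CB, with log2 ratios from 0.74 in BS to 1.86 in CT and an interaction p* of 1.01e-12 in the authors' deposited table. For the probe set of Slc14a1 that passed in those 5 regions, CB differed from the mean of the other regions by −1.30 ± 0.13 (SE). Mertk passed in HP, OB, BS and CB, with log2 ratios from 0.85 in HP to 1.26 in OB in the authors' deposited table. Its mean over all regions was 0.98 ± 0.07 (SE).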

Genes associated with astrocytosis were up-regulated, including: GFAP, which was up-regulated in all regions and confirmed by RT-PCR (Fig. S1); vimentin, a part of the astrocyte intermediate filament and a hallmark of reactive gliosis [36], in the CT, OB and ST; and markers associated with cell metabolism (Aldoc), cell transport and ion binding (Aqp4, Slc14a1), and signal transduction (Mertk). The most specific marker gene for astrocytes in vitro [32], Aldh1L1, was not changed in any region in the MPS VII brain. Likewise, a number of markers associated with severe astrogliosis were not changed [35], [37]. These data are consistent with the histological findings which show moderate astrogliosis [3].

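Aldh1l1 is represented by 2 probe sets. The smallest p* of either in the authors' deposited table was 0.0476 in CB, with a log2 ratio of 0.38. The mean over the regions was 0.18 ± 0.04 (SE) for that probe set and 0.01 ± 0.02 (SE) for the other. At a threshold of 0.05, Aldh1l1 passed in CB.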

#### 4c. Microglia, immune system and inflammatory changes

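Of the genes listed in Figure 3, 34 were found, and each passed in all 6 regions. The median log2 ratio over these genes was 2.44 in OB, 1.88 in ST, 1.83 in CT, 1.83 in CB, 1.71 in HP and 1.63 in BS. An arithmetic mean of p* over the regions under 0.0001 was found for 28 genes that passed in all regions, and a geometric mean under 0.0001 for 38, an alternative chosen after seeing the data. An interaction p* at or under 0.01 was found for 16 of the 34, so that the size of the change differed between regions for these. The list was chosen by p* from these same comparisons.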

Many of the genes involved in activation of microglia and immunity were among the most significantly up-regulated of all the changed genes in the MPS VII mouse brain, including 25 of the 36 most significant genes (average p* across regions <0.0001) (Figure 3). 

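The mean log2 ratio over the 6 regions was 4.39 ± 0.13 (SE) for Mpeg1, 3.58 ± 0.12 for Cd68, 3.50 ± 0.10 for Lyz2, 2.99 ± 0.10 for Lyz1, 2.72 ± 0.09 for Trem2 and 2.60 ± 0.10 for Fcrls. For the complement components it was 2.27 ± 0.09 (SE) for C4b, 2.05 ± 0.07 for C1qb and 2.11 ± 0.07 for C1qc, and for Hpgds it was 1.82 ± 0.10. Fcrls was highest in BS, where it differed from the mean of the other regions by 1.64 ± 0.28 (SE), and C4b in CT differed from it by 1.20 ± 0.23 (SE). In HP, the authors' deposited table gives Mpeg1 the largest log2 ratio of the region, 5.15 (p* = 8.16e-19). Cd68 has the largest in CB, 4.10, in the authors' deposited table.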

Some examples were: Gpnmb, a negative regulator of proinflammatory response; Cd68; Fcgr2b, the low affinity Fc receptor for IgG; Clec7a, a receptor which recognizes some glucans from fungi and plants; Mpeg1, a macrophage expressed gene; 3 complement components, C1qc, C1qb, and C4b; Trem2 which may have a role in chronic inflammation; lysozyme 1 and 2; Fcrls, the Fc receptor-like S, a scavenger receptor; and, Hpgds, which plays a role in the production of prostanoids in the immune system. Regional differences were seen, with the largest number altered in the OB.

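Among the 77 genes listed in Figure 4, 58 were changed in OB, 33 in CT, 33 in ST, 32 in BS, 29 in HP and 23 in CB. Those changed in all 6 regions numbered 15, and 36 were changed in 1 region. In the changed regions, 65 of the genes were higher and 12 lower, and the median log2 ratio over all 77 was 1.18 in OB, 0.57 in ST, 0.50 in BS, 0.47 in CT, 0.39 in HP and 0.21 in CB. An interaction p* at or under 0.01 was found for 24 of them. The genes were chosen for the figure from these same comparisons. Cst7, which is in none of the figures' lists, and Ms4a7 were among the 5 probe sets of OB with the largest ratios, with differences from the mean of the other regions of 3.26 ± 0.26 (SE) for Cst7 and 3.22 ± 0.27 (SE) for Ms4a7.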

**Figure 3:**
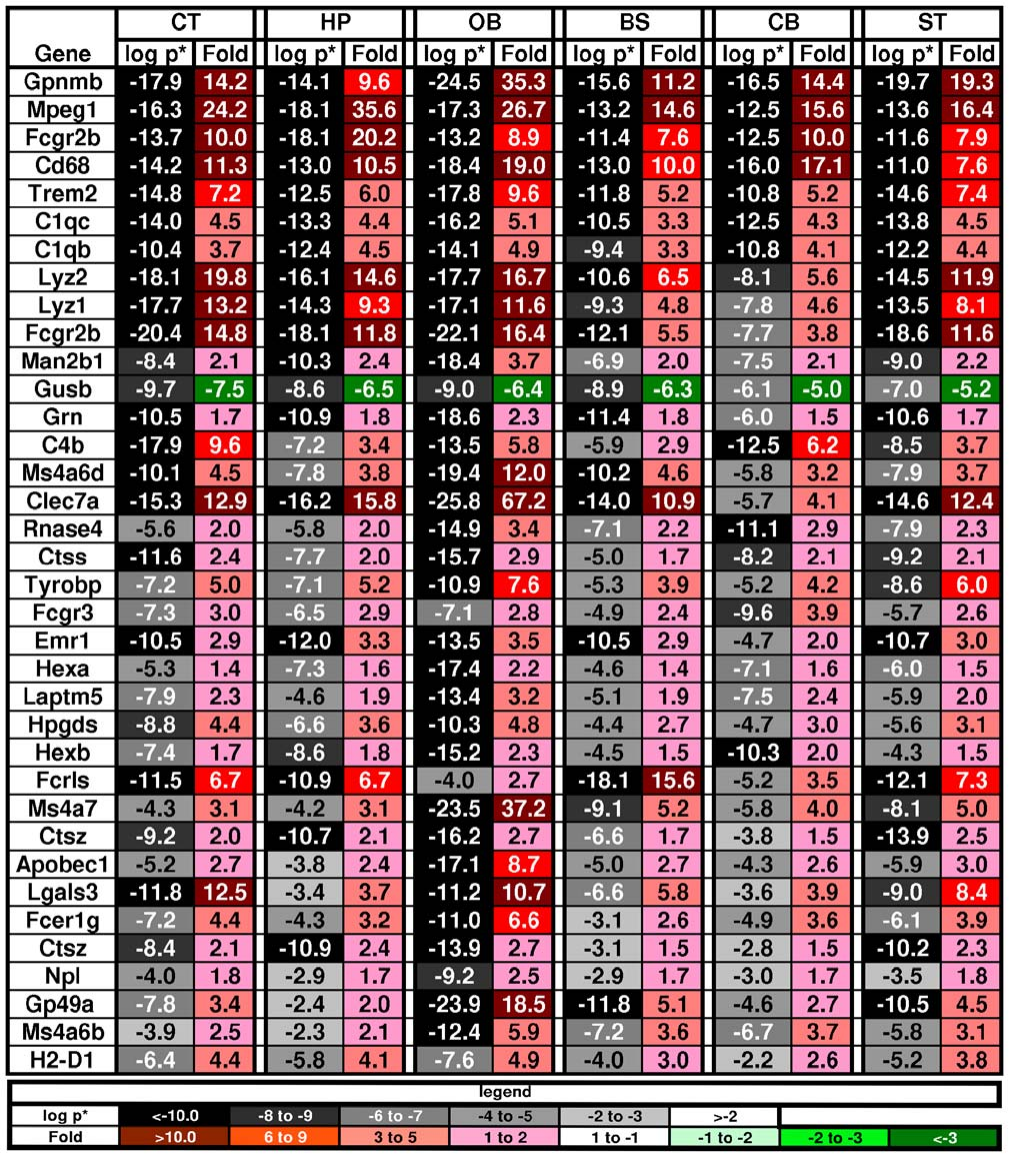
Genes most significantly altered in MPS VII brain. The genes are listed in order of decreasing average p* (step-up p value) across regions. Only genes with p*<0.0001 are shown. The key is the same as in Fig. 2.

The DAVID analysis found 345 gene changes in 29 functional categories (out of 253) involving the immune system or inflammation (Table S1). These inflammatory categories were in the top one-eighth of the overall list ranked by the strength of the associations. Prominent categorical changes included up-regulation of the cathepsin genes, the products of which are released by activated microglia, have been implicated in the pro-inflammatory response, and are associated with neuronal death and apoptosis. The cathepsins Ctsa, Ctsb, Ctsc, Ctsd, Ctsh, Ctss and Ctsz were highly up-regulated in all brain regions, while Ctsk was only changed in the BS and was down-regulated. 

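Of 17 cathepsin genes in the table, 8 were changed in at least 1 region. In the authors' deposited table, Ctss and Ctsz passed in all 6 regions, Ctsa and Ctsd in all but BS, and Ctsb in all but CB. Ctsc passed in CT, OB, CB and ST, and Ctsh in OB alone, with p* = 0.00827 in the authors' deposited table. The mean log2 ratio over the 6 regions was 1.10 ± 0.05 (SE) for Ctss, 1.04 ± 0.04 for Ctsz, 0.95 ± 0.04 for Ctsd, 0.90 ± 0.07 for Ctsc, 0.73 ± 0.04 for Ctsb, 0.46 ± 0.04 for Ctsa and 0.38 ± 0.09 for Ctsh. OB lay above the mean of the other regions by 0.77 ± 0.10 (SE) for Ctsd and 0.69 ± 0.10 (SE) for Ctsb. For Ctsk, the authors' deposited table has a log2 ratio of −0.89 in BS (p* = 1.10e-07) and an interaction p* of 2.64e-04. Ctsk in BS differed from the mean of the other regions by −0.85 ± 0.13 (SE).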

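Of 9 genes of toll-like receptors in the table, 4 were changed. Tlr2 passed in OB with a log2 ratio of 1.30 (p* = 1.77e-07) and in BS with 0.75, and Tlr7 in OB with 1.77 (p* = 2.63e-13) and in CT with 0.71, in the authors' deposited table. In the authors' deposited table, Tlr4 passed in OB with 0.59 and Tlr3 in BS with 0.70. The difference from the mean of the other regions was 0.94 ± 0.19 (SE) for Tlr2 in OB, 1.40 ± 0.16 (SE) for Tlr7 in OB, 0.32 ± 0.15 (SE) for Tlr4 in OB and 0.57 ± 0.19 (SE) for Tlr3 in BS. After the joint adjustment, Tlr3 did not pass in BS.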

The toll-like receptors (TLRs) play a role in innate immunity and TLRs 2, 3, 4 and 7 were up-regulated in some regions (Figure 4). There were also a number of changes in the complement pathway.

**Figure 4:**
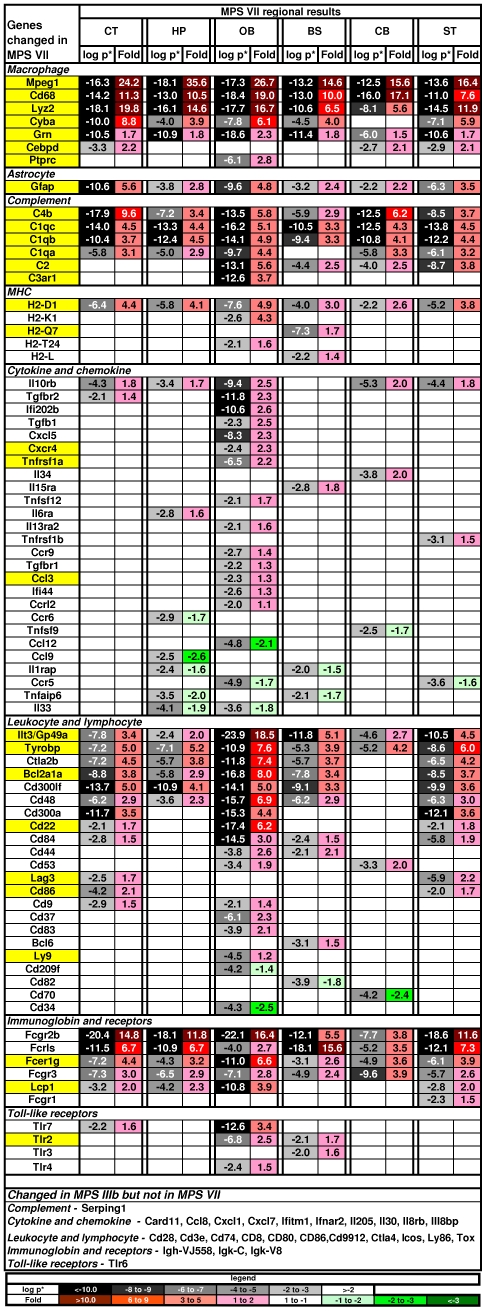
Changes in genes associated with immune system and inflammation. The genes are grouped by class (as used in DiRosario et al., 2009) and then sorted by fold within class. Genes highlighted in yellow were changed in both MPS VII and MPS IIIb [58], [60]. Genes listed at the bottom were changed in MPS IIIb but not in MPS VII. Key as in Fig. 2.

However, many other genes that associated with a pro-inflammatory response were not changed in the MPS VII brains. 

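Of 31 interleukin genes in the table, 2 passed in at least 1 region. Il33 was lower in HP, with a log2 ratio of −0.94 (p* = 7.48e-05), and in OB, with −0.82, in the authors' deposited table. Il33 was negative in 6 of 6 regions, with a mean of −0.62 ± 0.07 (SE). Il34 was higher in CB, with 1.02 (p* = 1.62e-04) and an interaction p* of 7.71e-05 in the authors' deposited table. Il34 in CB differed from the mean of the other regions by 1.34 ± 0.20 (SE). The median absolute log2 ratio of the interleukin genes was 0.03, and at least 16 of 216 regional comparisons had an unadjusted p under 0.05. Ratios this small say little where a transcript is near background, and the deposited values do not give that level.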

Interleukins are the primary cytokines seen in inflammation, but only a few of these were changed (Figure 4). The biggest change was in the interleukin-10 receptor beta, which was up-regulated in 5 regions and is involved in an anti-inflammatory pathway, but IL10 itself was unchanged. 

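For Il10rb, the authors' deposited table has log2 ratios from 0.51 in BS (p* = 0.0341) to 1.29 in OB, and it passed in all regions except BS. Il10rb in BS differed from the mean of the other 5 regions by −0.46 ± 0.15 (SE), and the interaction p* was 0.247 in the authors' deposited table. For Il10, the mean log2 ratio over the regions was 0.01 ± 0.01 (SE), with a residual SD of 0.06, compared with a median of 0.24 over all probe sets. So small a spread can mean a transcript near background, a level the deposited values do not give. Absence of a change in Il10 can then not be read from it.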

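For Il1b, the mean log2 ratio over the regions was −0.01 ± 0.03 (SE), and no region passed, but a transcript near background is not excluded. Il1rap is represented by 3 probe sets. The authors' deposited table has 1 of them lower in HP, with a log2 ratio of −0.65 (p* = 0.00396), and another lower in BS, with −0.59 (p* = 0.00929). The differences from the mean of the other regions were −0.37 ± 0.16 (SE) in HP and −0.48 ± 0.16 (SE) in BS for these probe sets. After the joint adjustment, Il1rap did not pass in BS.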

The major pro-inflammatory cytokine, IL1β, was also unchanged while the IL1 receptor accessory gene (IL1rap), which is a necessary part of the interleukin 1 receptor complex, was down-regulated in two regions. 

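The Il6 probe set had a mean log2 ratio over the regions of 0.01 ± 0.01 (SE), and no region passed, but a transcript near background is not excluded. For Stat3, the authors' deposited table has log2 ratios of 0.55 in OB (p* = 1.24e-04) and 0.43 in CT (p* = 0.00959), and an interaction p* of 0.86. Stat3 in OB differed from the mean of the other regions by 0.23 ± 0.12 (SE), and its mean over all regions was 0.36 ± 0.04 (SE).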

The pleiotrophic IL6 was unchanged, but Stat3, the anti-apoptotic effector of IL6, was up-regulated in the OB. Chemokine changes were also largely absent with the exception of the up-regulation of Ccl3 and the down-regulation of Ccl12 in the OB and the down-regulation of Ccl9 in the CT. 

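Of 34 genes of chemokine ligands, 4 passed in at least 1 region. For the main effect of genotype, 5 of the 42 probe sets of these genes passed, among them Ccl8, which passed in no region, was higher in 6 of 6 and had a mean log2 ratio of 1.41 (genotype p* = 7.76e-05 in the authors' deposited table). In OB, the authors' deposited table has log2 ratios of 0.41 for Ccl3 (p* = 0.00478), −1.05 for Ccl12 and 1.20 for Cxcl5. Ccl9 had −1.38 in HP (p* = 0.00339) and, for the same probe set, −0.03 in CT (p* = 0.975) in the authors' deposited table. The difference from the mean of the other regions was 0.30 ± 0.11 (SE) for Ccl3 in OB, 1.20 ± 0.17 (SE) for Cxcl5 in OB and −1.25 ± 0.33 (SE) for Ccl9 in HP.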

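The table holds 11 Mapk genes with 22 probe sets, and none passed in any region. The smallest p* among them in the authors' deposited table was 0.0313. At least 8 of 132 regional comparisons (6.06%) had an unadjusted p under 0.05, a lower limit because tied p* were given the largest p of the tie. The median absolute log2 ratio was 0.10 and the largest was 0.57.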

Another important set of pathways in inflammation involves the mitogen-activated protein kinase (MAPK) cascades [38] but none of the Mapk genes were altered. Additionally, the genes for the GO-term “Leukocyte transendothelial migration” were under-represented in the GeneTrail analysis from our list of changed genes. Finally, several anti-inflammatory molecules were highly up-regulated, including Ilt3/Gp49a, FcγrIIb, Tyrobp, Cd300a and Cd300lf.

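The mean log2 ratio over the 6 regions was 2.16 ± 0.09 (SE) for Gp49a, 3.24 ± 0.09 for the Fcgr2b probe set with the smallest p*, 2.38 ± 0.12 for Tyrobp, 1.83 ± 0.08 for Cd300lf and 1.28 ± 0.07 for Cd300a. Gp49a, Fcgr2b and Tyrobp passed in all regions of the authors' deposited table. In CB, Cd300lf had a log2 ratio of 0.69 (p* = 0.0743) and Cd300a one of 0.57 (p* = 0.0993) in the authors' deposited table. Cd300a passed in CT, OB and ST, and its interaction p* in the authors' deposited table was 5.30e-09. Gp49a in OB lay 2.46 ± 0.24 (SE) above the mean of the other regions, and Cd300lf in CB −1.37 ± 0.21 (SE) from it.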

#### 4d. Circadian Rhythm

Alterations in circadian rhythm have been documented in the MPS VII mouse [39], and 17 genes known to be involved in circadian rhythm [40] were altered in the MPS VII brain (Figure 5). Eight of these were found in the BS, consistent with the biology of circadian rhythm. 

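Of the 17 genes in Figure 5, 8 were changed in BS, 5 in OB, 4 in CB, 3 in CT, 2 in ST and 1 in HP. The genes were picked from these same comparisons, 13 of them were changed in 1 region, and 3 had an interaction p* at or under 0.01. In the changed regions 14 were higher, and Atf4, Adcyap1 and Litaf were lower. The median log2 ratio of the 17 genes in BS was 0.43. For Per2, the authors' deposited table has log2 ratios of 0.95 in BS (p* = 3.32e-04) and 0.92 in CB (p* = 0.00222), and an interaction p* of 0.563. The list of glucocorticoid targets without Per1 and Per2 had a median log2 ratio of 0.66 in BS and 0.82 in CB over 11 genes. Under Bonferroni, 3 of the 17 genes passed in any region, and at a threshold of 0.001 8 did.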

Urotensin II, (Uts2), up-regulated in the BS is vasoactive and also has an effect on cholinergic neurons involved in REM sleep [41], [42], [43]. 

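For Uts2, the authors' deposited table has a log2 ratio of 1.34 in BS (p* = 1.03e-04) and an interaction p* of 0.0287. Uts2 in BS differed from the mean of the other 5 regions by 1.34 ± 0.26 (SE), and the ratios of those regions lay between −0.07 and 0.12 on the log2 scale.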

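Avp was changed in ST alone, with a log2 ratio of 1.36 (p* = 3.11e-07) in the authors' deposited table. In HP, the authors' deposited table has −0.67 (p* = 0.0697) for Avp, and the interaction p* was 1.54e-06. Avp in ST lay 1.55 ± 0.20 (SE) above the mean of the other regions.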

Another vasoactive gene involved in circadian rhythm, arginine vasopressin (Avp), was also up-regulated in the ST. In the GeneTrail analysis the BS was the only one of the 6 regions that generated GO term enrichment related to circadian rhythm and regulation of heart rate.

**Figure 5:**
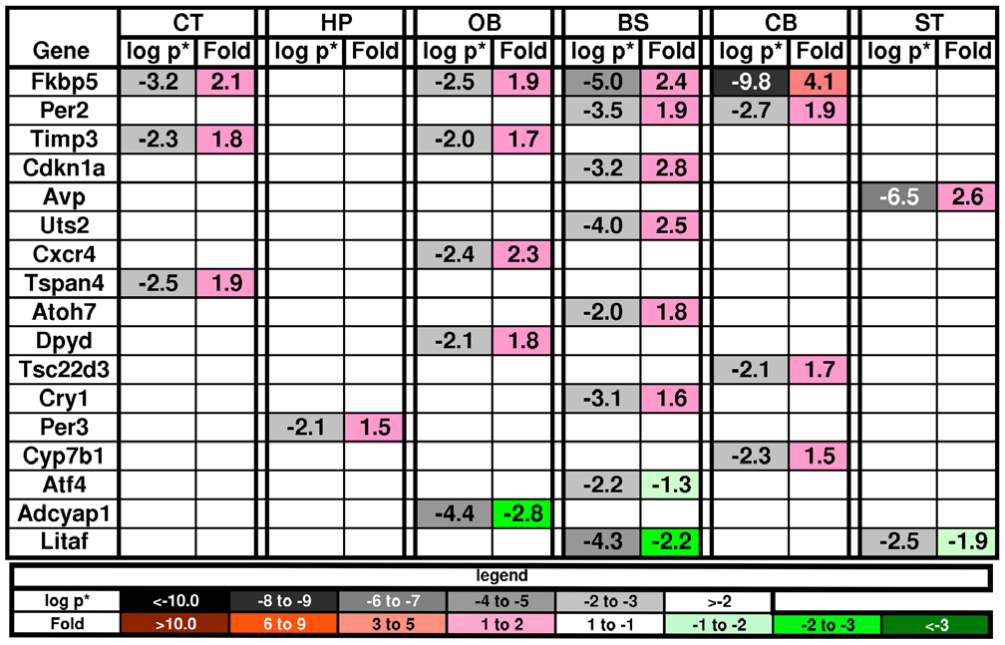
Changes in genes associated with circadian rhythm. The GeneTrail analysis found the GO term circadian rhythm to only be associated with the brainstem. Key as in Fig. 2.

### 5. Alterations in other neurological systems indicate the presence of important additional pathological processes

In addition to the gene changes associated with previous biochemical, histopathological and behavioral abnormalities, several prominent groupings of gene changes were found that implicate other pathways of pathology.

#### 5a. Gene changes associated with development

Ten clusters of DAVID pathways were associated with nervous system development terms and included: 1) 4 clusters related to stem cells and other basic development terms such as regeneration, mesenchymal cell and neural crest differentiation, pattern formation, and homeobox genes (Figure 6); 2) 5 clusters related to neuron development, such as neurogenesis, neuron fate commitment, neuron projection development, axonogenesis, and axon guidance (Figure 7); and 3) 1 cluster related to gliogenesis (see section below on myelination).

**Figure 6:**
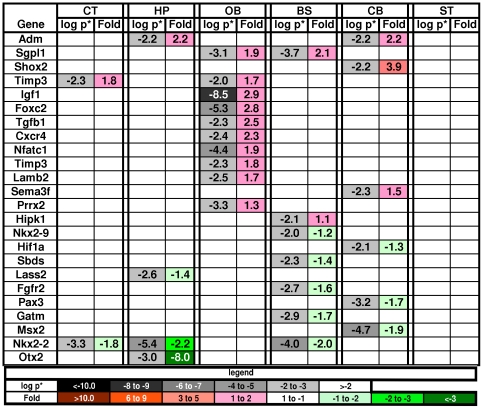
Changes in genes associated with embryonic development and stem cells. Key as in Fig. 2.

**Figure 7:**
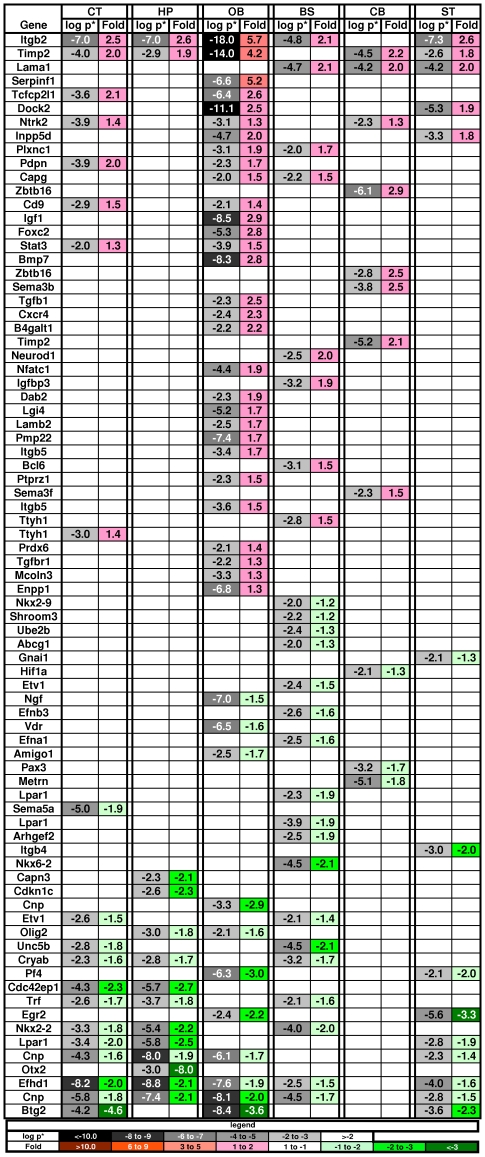
Changes in genes associated with development of neurons. Key as in Fig. 2.

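For Igf1, the authors' deposited table has a log2 ratio of 1.53 in OB (p* = 3.41e-09), and for Bmp7 one of 1.48 in OB (p* = 4.80e-09). Fgfr2 was lower in BS, with −0.66 (p* = 0.00199) in the authors' deposited table. The differences from the mean of the other regions were 1.39 ± 0.20 (SE) for Igf1 and 1.33 ± 0.20 (SE) for Bmp7 in OB, and −0.37 ± 0.15 (SE) for Fgfr2 in BS. A second probe set of Bmp7 passed in no region and had a mean of 0.94 ± 0.11 (SE) over the regions. Of the 23 genes of Figure 6, 13 were higher and 10 lower in the changed regions, with 9 changed in OB, 7 in BS, 6 in CB, 4 in HP, 2 in CT and 0 in ST.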

Specific changes in the MPS VII brain included genes encoding semiphorins, Trk receptors, BMPs, IGF-1, NGF, TGFß, and receptors for FGF2 but not for EGF. 

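Of the 70 genes listed in Figure 7, 37 were higher and 33 lower in the changed regions. They were chosen from these same comparisons, 44 were changed in 1 region, and 17 had an interaction p* at or under 0.01. Changed in OB were 38 of the genes, in BS 24, in CT 19, in HP 13, in ST 13 and in CB 9.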

Specific developmental genes were increased or decreased across brain regions, but overall there was no dominant pattern of up or down regulation (Figure 7). Increased expression was seen in genes associated with neuronal cell development and differentiation (e.g. Timp2, Adm, Ahnak, Cxcr4, Igf1), growth of neurites or axons (Ntrk2), differentiation of progenitor cells (Stat3), and brain or CNS development (e.g. Tgfbr2, Sepp1, B2m, Cebpa, Cebpd). 

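For Timp2, the authors' deposited table has log2 ratios of 2.07 in OB, 1.06 in CB and 0.99 in CT. None of the 5 Timp2 probe sets other than the one given for OB passed in OB, and in ST 2 of these 5 were negative, at −0.04 and −0.43 on the log2 scale. Adm passed in HP with 1.14 and in CB with 1.15, and Cxcr4 in OB with 1.18, in the authors' deposited table. Ahnak had 0.87 in CT (p* = 0.0417), its smallest p*, in the authors' deposited table. Ntrk2 passed in CT, OB and CB, with log2 ratios from 0.38 to 0.47 in the authors' deposited table. Tgfbr2 passed in OB with 1.18 and in CT with 0.49, in the authors' deposited table. The mean log2 ratio over the regions was 0.41 ± 0.03 (SE) for Sepp1, 1.06 ± 0.08 for B2m, 1.13 ± 0.08 for Cebpa, 0.81 ± 0.08 for Cebpd and 0.62 ± 0.12 for Ahnak. Timp2 in OB differed from the mean of the other regions by 1.24 ± 0.20 (SE), and Tgfbr2 in OB by 0.88 ± 0.12 (SE).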

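For A2m, the probe set names A2m with a second symbol, and the authors' deposited table has log2 ratios of 2.90 in OB (p* = 5.56e-12) and 1.36 in ST (p* = 0.00285). A2m in OB differed from the mean of the other regions by 2.38 ± 0.32 (SE). Btg2 passed in CT with −1.69, in OB with −1.85 and in ST with −1.22, and Egr2 in OB with −1.40 and in ST with −1.74, in the authors' deposited table. The means over the regions were −1.07 ± 0.09 (SE) for Btg2 and −0.77 ± 0.11 (SE) for Egr2. The 11 listed immediate early genes that the paper does not name had a median log2 ratio of −0.41 in CT, −0.64 in OB and −0.40 in ST. Sept4 had log2 ratios of −0.61 in CT, −0.86 in HP, −0.47 in OB and −0.39 in ST, with p* at or under 0.01 in each, in the authors' deposited table. Its mean over the regions was −0.47 ± 0.04 (SE). Sema3b passed in CB alone, with 1.32 (p* = 1.47e-04) in the authors' deposited table. Sema3b in CB differed from the mean of the other regions by 1.38 ± 0.26 (SE).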

Down-regulation in the diseased brain was seen in genes associated with quantity of neurites or axons (A2m) and with CNS development (e.g. BTG2, Egr2, Sept4, Sema3b). The largest down-regulation was in the Otx2 (orthodenticle homeobox 2) gene (8-fold with p* = 10^−3^), but only in the HP. This gene encodes a transcription factor (homeobox 2) that controls neuron subtype identity, the fate of GABAergic neurons, and forebrain development [29], [30], [31].

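Besides HP, the ratio of Otx2 was negative in BS, where the authors' deposited table has −1.56 on the log2 scale (p* = 0.157), and positive in the other regions. Otx2 in BS differed from the mean of the other regions by −1.27 ± 0.65 (SE). The choroid plexus list without Otx2 and Kl had a median log2 ratio of −1.24 in BS.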

Many other developmental genes that were changed in the MPS brain were associated with development of non-neuronal tissues. For example, skeletal development clusters were seen in both the DAVID and GeneTrail analyses of the brain tissue and skeletal dys-genesis is a major feature of MPS diseases. MPS VII is a disease with a distinct skeletal phenotype with thickened dense bones similar to those seen in osteopetrosis. One of the most significantly changed genes in the MPS VII brain was Gpnmb (osteoactivin), which was originally cloned from an osteopetrosis rat [44], [45]. It is expressed in several areas of the normal adult brain [15] and was very strongly up-regulated in all regions of the MPS VII brain, yet the gene is not included in any of the DAVID clusters for nervous system development. 

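For Gpnmb, the authors' deposited table has log2 ratios of 5.14 in OB (p* = 3.52e-25), 4.27 in ST, 3.84 in CB, 3.82 in CT, 3.49 in BS and 3.27 in HP (p* = 7.21e-15). The mean over the regions was 3.97 ± 0.11 (SE), with a residual SD of 0.52. Gpnmb in OB differed from the mean of the other regions by 1.40 ± 0.29 (SE), and the interaction p* was 0.00707 in the authors' deposited table.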

Osteopetrosis is also associated with a decrease in Car2 (carbonic anhydrase 2), which was down-regulated in 5 of 6 MPS VII brain regions. In addition to Gpnmb and Car2, 23 other genes involved in skeleton and bone development were altered in the diseased brain. 

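Car2 had log2 ratios between −0.66 and −0.51 in the 5 changed regions and −0.08 in CB in the authors' deposited table. Car2 in CB differed from the mean of the other 5 regions by 0.53 ± 0.11 (SE), and its interaction p* in the authors' deposited table was 0.0527.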

Developmental genes that were dys-regulated in the MPS VII brain were also associated with development of blood vessels, the urogenital system, endocrine pancreas, striated muscle, exocrine glands, heart, reproductive organs, and retinal photoreceptors.

#### 5b. Myelination

Many genes associated with oligodendrocytes were down-regulated even though MPS diseases as a group are not classsified as leukodystrophies. 

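All 34 genes listed in Figure 8 were found, and each passed in at least 1 region and was lower there. The list holds the changed genes of a longer marker list, so neither the number nor the direction is independent evidence. The median log2 ratio over the 34 genes was −1.02 in HP, −0.74 in OB, −0.68 in CT, −0.66 in ST, −0.62 in BS and −0.34 in CB. For Mbp, a probe set other than those that passed was positive in HP (0.22) and in OB (0.15) on the log2 scale. Under Bonferroni, 22 of the 34 passed in at least 1 region.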

Of the genes identified as oligodendrocyte markers in vitro [32], 53% were changed in the MPS VII brains and they were all down-regulated (Figure 8). The reduced expression of Aspa, Mbp, Mobp, Plp1 and Olig2 were confirmed by RT-PCR (Fig. S1). Interestingly, there were changes in myelin associated genes in all regions except the CB. 

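By region, 28 of the 34 genes passed in HP, 19 in CT, 19 in OB, 16 in BS, 7 in ST and 1 in CB. The ratio was negative for 33 of the 34 in CB, for 34 in CT and ST, for 33 in HP and BS, and for 31 in OB. An interaction p* at or under 0.01 was found for 8 of the 34.

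**Figure D4:**
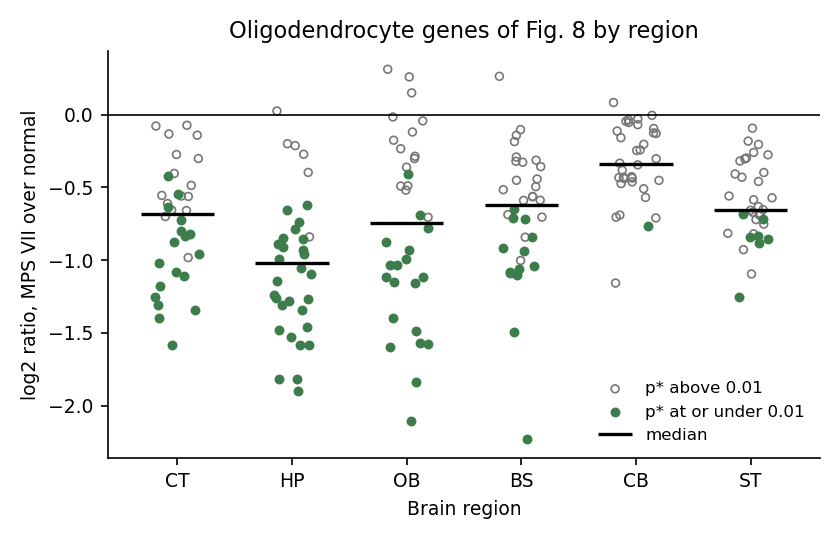
Log2 ratio of MPS VII to normal in each of the 6 regions for the 34 genes of Figure 8, with 1 probe set per gene, filled where that probe set had p* at or under 0.01 in the region, so that genes that passed only with another probe set are open. The median is −1.02 in HP and −0.34 in CB.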

Many additional genes known to be involved in myelination but not in the list of top marker genes identified in vitro [32], were also altered in the MPS VII brains and most were down-regulated. Ten of the 60 genes from the nervous system development category (see above) are involved in myelination, of which 8 were down-regulated. 

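For Ptprz1, the authors' deposited table has a log2 ratio of 0.58 in OB (p* = 0.00474) and an interaction p* of 0.511, and for Pmp22 0.78 in OB (p* = 3.83e-08) and 0.00125. The differences from the mean of the other regions were 0.38 ± 0.15 (SE) for Ptprz1 and 0.59 ± 0.11 (SE) for Pmp22 in OB.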

The 2 that were up-regulated, were only altered in the OB: Ptprz1 (protein tyrosine phosphatase, receptor-type, Z polypeptide 1) is expressed in the remyelinating oligodendrocytes of multiple sclerosis lesions [46]; and Pmp22 (peripheral myelin protein 22) is a component of myelin. 

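In OB, the authors' deposited table has log2 ratios of 0.50 for Cd9 (p* = 0.00827), 0.80 for Lgi4 (p* = 6.05e-06) and 1.31 for Tgfb1 (p* = 0.00474). Cd9 had 0.60 in CT (p* = 0.00134) in the authors' deposited table. After the joint adjustment, Cd9 did not pass in OB. Differences from the mean of the other regions in OB were 0.27 ± 0.14 (SE) for Cd9, 0.62 ± 0.14 (SE) for Lgi4 and 1.04 ± 0.34 (SE) for Tgfb1.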

Three additional myelin-associated genes (by GO-term) were also up-regulated in the OB: Cd9 (in the CT as well as OB) is associated with late events in myelin maturation [47]; Lgi4 promotes the proliferation and differentiation of glial lineage cells in the peripheral nervous system [48]; and Tgfb1 is induced by activated microglia [49].

**Figure 8:**
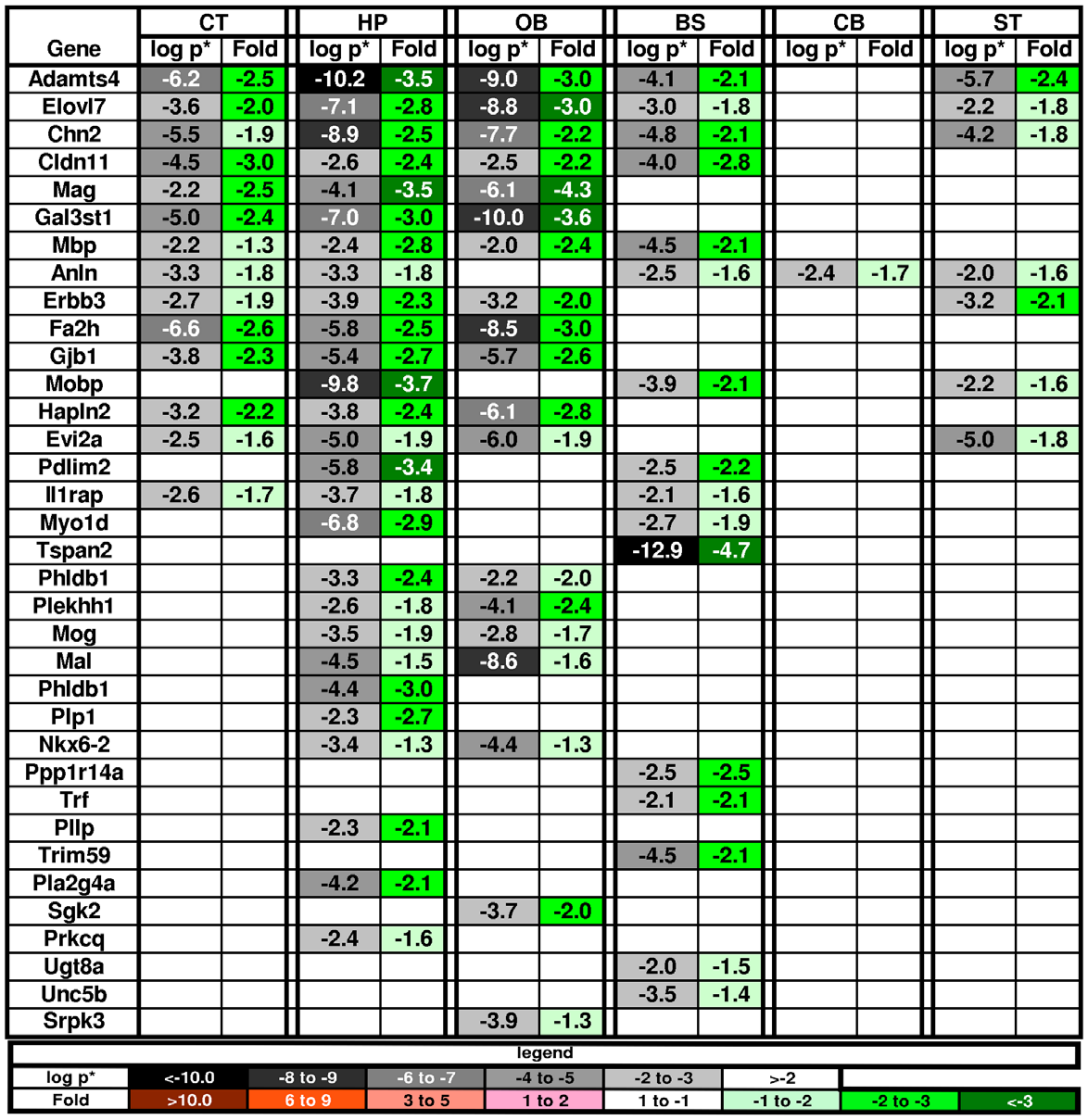
Oligodendrocyte gene changes in the MPS VII brain. The changes were all in the down-regulation direction suggesting dysmyelination. Note the paucity of changes in the cerebellum. Key as in Fig. 2.

#### 5c. Transport and ion channels

Eight functional clusters in the DAVID analysis containing 137 altered genes were associated with solute carriers and ion channels. 

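The table holds 11 genes of voltage-gated sodium channels with 14 probe sets and 24 of voltage-gated calcium channels with 35 probe sets, and none passed in any region. The smallest p* in the authors' deposited table was 0.104 for the sodium channels and 0.0103 for the calcium channels. An unadjusted p under 0.05 was found in at least 2 of 84 regional comparisons of the sodium channels and in at least 17 of 210 of the calcium channels. Among 23 genes of voltage-gated potassium channel alpha subunits, none passed, and at least 11 of 210 regional comparisons had an unadjusted p under 0.05. Kcne2, a subunit that regulates potassium channels, passed in BS with a log2 ratio of −3.69 in the authors' deposited table. Kcne2 is also on the choroid plexus list, whose median without Otx2 and Kl was −1.24 in BS. Kcne2 in BS differed from the mean of the other regions by −3.63 ± 0.98 (SE).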

Changes were found in voltage gated proton, potassium, and chloride channels, but not in sodium or calcium voltage gated channels. Only one changed gene was associated with action potential (Kcnn2) and it was only changed in the BS, which is consistent with the dearth of neuron-associated changes (see above).

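For Kcnn2, the authors' deposited table has a log2 ratio of 0.57 in BS (p* = 5.70e-04) and an interaction p* of 0.688. Kcnn2 was positive in all 6 regions, and in BS it lay 0.36 ± 0.12 (SE) above the mean of the other regions.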

#### 5d. Cell adhesion and extracellular matrix

The fourth and seventh highest ranked DAVID functional clusters of genes involved cell adhesion and binding to carbohydrates, polysaccharides and glycosaminoglycans. 

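Clec7a was the probe set with the largest ratio in OB, with a log2 ratio of 6.07 (p* = 1.52e-26), and the lowest of its ratios was 2.05 in CB, in the authors' deposited table. Clec7a in OB lay 2.71 ± 0.29 (SE) above the mean of the other 5 regions. For Selplg, the authors' deposited table has log2 ratios from −2.08 in OB to −0.87 in BS and an interaction p* of 0.0766. Selplg had a mean over the regions of −1.28 ± 0.09 (SE).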

Three gene changes were seen in all brain regions: Gpnmb (see 4c above) which was highly up-regulated; Clec7a, a C-type lectin, a microglia marker gene that recognizes glucans, which was highly up-regulated [50]; and Selplg, which was down-regulated and is the ligand for P-selectin [51].

#### 5e. Signaling, cell cycle, nucleus, and gene regulation

The DAVID analysis found 5 functional annotation clusters containing 210 genes that thematically grouped into 4 main categories: mapkkk, Egf-like, nucleotide binding, and kinase-related activity. The OB had the largest number of changes, including 3 times as many with p*<10^−7^ as any other region. The total number of genes changed and degree of change was second only to the immunity cluster. Nevertheless, when we examined all the changes in the context of the pathways in which they occurred, none of them showed a crucial junction point or a group of changes within one pathway that would implicate a specific pathway as deficient.

#### 5f. Metabolism

This broad based term involves many different systems, both anabolic and catabolic. Alterations in 3 DAVID functional annotation clusters included 54 genes, with the largest number of changes (30) found in the OB. Most of the changed genes were up-regulated, with only 4 being down-regulated (including Gusb). The top changes were in lysosomal enzyme genes, which are included in this category due to their catabolic function. One interesting change was Aldoc, a glycolytic enzyme that was highly up-regulated (p* = 10^−11^) in all regions except the CB. 

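For Aldoc, the authors' deposited table has log2 ratios between 0.72 in BS and 1.09 in HP and OB, and 0.47 in CB (p* = 0.0199), with an interaction p* of 0.0129. Aldoc in CB differed from the mean of the other regions by −0.47 ± 0.11 (SE). A second Aldoc probe set passed in OB with 0.25 and had −0.07 in BS on the log2 scale.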

Aldoc is directly inducible by hypoxia inducing factor 1a [52], which was down-regulated in the CB. 

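In CB, the Hif1a probe set that passed differed from the mean of the other 5 regions by −0.44 ± 0.11 (SE), and its mean over all regions was −0.06 ± 0.04 (SE). The difference in CB for the other 3 Hif1a probe sets was −0.21 ± 0.11, −0.29 ± 0.11 and −0.31 ± 0.45 (SE).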

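For Kl, the authors' deposited table has log2 ratios of 3.06 in CB (p* = 0.00827), −2.24 in BS (p* = 0.0605) and −2.09 in HP (p* = 0.228), with an interaction p* of 0.00166. Kl in CB lay 3.81 ± 0.79 (SE) above the mean of the other regions, and its residual SD of 1.40 was among the largest of the table. A second Kl probe set had log2 ratios between −0.01 and 0.02. The choroid plexus list without Otx2 and Kl had a median log2 ratio of 1.71 in CB, with 17 of 18 genes positive.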

Another change limited to the CB was in klotho (Kl), which had the largest fold change in the metabolism genes with an 8-fold over-expression. Klotho is a novel β-glucuronidase potentially capable of hydrolyzing steroid β-glucuronides [53]. The metabolic gene Fa2h (fatty acid 2-hydroxylase) was down-regulated in the CT, HP and OB. 

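The Fa2h probe set had log2 ratios of −1.46 in HP (p* = 4.26e-06), −1.40 in OB and −1.18 in CT in the authors' deposited table. It was negative in all 6 regions, with a mean of −0.95 ± 0.09 (SE), and its interaction p* in the authors' deposited table was 0.0969.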

Mutations in the Fa2h gene are associated with leukodystrophic dys-myelination and other brain neurodegeneration [54].

#### 5g. Olfactory bulb neuronal changes

Changes specifically attributable to neurons were observed in the OB. 

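For the 2 Omp probe sets in OB, the authors' deposited table has log2 ratios of −3.43 (p* = 5.60e-14) and −3.65 (p* = 7.71e-13). The recovered SE of these values was 0.31 and 0.35, from a residual variance pooled over regions in which Omp varied little between the groups. Of 11 other genes listed as transcripts of olfactory sensory neurons, 4 could be read, with log2 ratios in OB of −2.47 for S100a5, −0.95 for Gng13, −0.02 for Adcy3 and 0.00 for Cnga2 (median −0.48).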

Olfactory marker protein (OMP), a gene that is expressed almost exclusively on mature primary olfactory sensory neurons [55], was highly down-regulated (11-fold with p*<10^−13^). Mice that lack OMP have perturbed electrophysiological activity and altered spatiotemporal activity patterns for different odorants [28], [56]. 

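The table holds 33 olfactory receptor genes with 36 probe sets, and none passed in any region, with a smallest p* of 0.309 in the authors' deposited table. Of their 216 regional comparisons, at least 6 had an unadjusted p under 0.05 (2.78%), a lower limit because tied p* were given the largest p of the tie. The median absolute log2 ratio of these probe sets was 0.02 and the largest was 0.16, which says little where a transcript is near background.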

No changes in the olfactory neuronal receptor genes were found suggesting that neuronal loss is not responsible for the OMP decrease. Changes in human olfaction have been shown and often precede diagnosis in a number of immune/inflammatory associated brain diseases such as MS, Alzheimer and Parkinson's disease [57].

## Discussion

Assaying the brain in separate anatomic structures, and using a large cohort of mice for robust power, allowed detection of a large number of specific, highly significant changes in gene expression. The changes shared by multiple regions were mostly attributable to generalized cellular functions (e.g. lysosomal genes) or widespread pathology (e.g. activated microglial genes). However, most changes occurred in only one region, reflecting regional gene specialization, and specific categories of genes varied in number and direction-of-change by region. For example, the OB had the largest number of altered genes, which included some of the most highly changed genes in any region (e.g. OMP, important functions in olfaction). Additionally, the OB had more changes indicative of inflammation than other areas. For oligodendrocyte and myelination genes, the hippocampus had the most changes, whereas the cerebellum had only one, which parallels the magnitude and direction of changes in storage [9].

Some systems were changed primarily in one direction, e.g. most oligodendrocyte genes were down-regulated and most lysosomal genes were up-regulated, while other systems were mixed, e.g. apoptosis. Several of the changed pathways were concordant with known alterations in lysosomal, immunological, astroglial, neurodegenerative, and metabolic systems. Additionally, however, the power and regional analysis were sensitive enough to detect changes in systems involved in neurological dysfunction but which have not been previously appreciated in MPS brains, indicating they are contributing to the overall pathological milieu that results in brain disease.

### Immune and inflammatory system

One of the most interesting categories involved the immune/inflammation system, a general aspect of MPS disorders and neurodegenerative diseases [8], [58], [59], There were notable differences between MPS VII and the closely related MPS IIIb which is the best-studied MPS mouse model for gene expression in the brain [58], [60], [61], [62]. Some of the most highly up-regulated genes in MPS VII were associated with activation of microglia (e.g. Cd68, Mpeg1), as in MPS IIIb, but the MPS VII brain had a notable absence of changes in most genes associated with inflammation, which are significantly changed in MPS IIIb. The few changes in inflammatory genes in MPS VII occurred mostly in the OB. Additionally, lower amounts of A-beta have been found in MPS VII versus MPS IIIb [63]. Consistent with this, MPS IIIb accumulates PHF-Tau in a select region of the cerebral cortex [64], but is not altered in the MPS VII brain [3].

Dissimilar signaling from the predominant, undegraded GAG of each disease may drive the differences in immune and inflammatory phenotypes between MPS VII and MPS IIIb. Substrate specificity of each mutated enzyme results in accumulation of only heparan sulfate (HS) in MPS IIIb whereas MPS VII cells primarily accumulate chondroitin sulfates (CS), with lesser amounts of HS and dermatan sulfate (DS) [8], [65]. In MPS I mice (a model of Hurler disease caused by alpha-L-iduronidase deficiency) both HS and DS accumulate and the mice have similar changes in microglial activation genes as MPS IIIb; however, genes associated with inflammation are not up-regulated (e.g. Ifitm1, Ifnar2 ) [58]. This suggests that the effect of DS on inflammatory and immune gene pathways may be similar to CS, consistent with their closely related structures [66]. These differences may have functional significance because human Sanfilippo disease patients have severe intellectual impairment whereas Sly disease patients are much more variable with some having near normal intelligence [8].

The differences are consistent with known effects of HS and CS on inflammation and the immune system in non-LSD brains [67], [68]. HS stimulates dendritic cells through Tlr4 in MPS IIIb [61] whereas CS has immunomodulatory and anti-inflammatory effects [69], [70], [71]. Also CS disaccharide can induce microglia to adopt a regulatory phenotype that is anti-inflammatory, IFN-gamma counter-regulatory, and neuroprotective [69], [70].

A candidate gene for mediating the diminished inflammatory phenotype of MPS VII is Gpnmb, which was the most significantly up-regulated of all gene changes in MPS VII yet was not altered in MPS I or MPS IIIb. Gpnmb is expressed on antigen presenting cells [72] and blocks the production of inflammatory cytokines [73]. Other anti-inflammatory genes were also highly up-regulated in the MPS VII brain (e.g. Ilt3/Gp49a, FcγrIIb, Tyrobp, Cd300a, Cd300lf, Il10rb). Concordantly, a number of inflammatory-associated genes such as cytokines, chemokines and Cd genes were down-regulated.

### Myelination

The strong down-regulation of oligodendrocyte genes involved in myelination was unexpected since white matter involvement is not seen by histopathology [9]. However, this may be explained by the strong association between neuroinflammation and dysmyelinating diseases in general [59]. Although white matter changes are not observed histopathologically in MPS VII, we recently found that a reduction in white matter can be detected by high-resolution, ex vivo MRI analysis [74]. Thus, the changes in oligodendrocyte genes appear to correlate with mild dysmyelination. This may have a functional consequence because the gene changes that were identified by the GO term “regulation of action potential” are linked to oligodendrocytes rather than neurons.

### Neurodegeneration

Children with MPS VII show varying amounts of mental retardation [8], but there were no changes in the neuronal marker genes [32]. Moreover, of 159 probes for 8 classes of neuron receptors, only four changes were found, all in different regions and all with low significance. In contrast, neurodegeneration lesions are found in the HP, ST and CT of MPS VII mice [3]. They are characterized by excess ubiquitin and neurofiliment accumulation and up-regulation of the ubiquitin specific peptidase 53 (Usp53) gene was detected in the HP, OB, BS and ST. 

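For Usp53, the authors' deposited table has log2 ratios of 0.88 in BS (p* = 4.98e-06), 0.64 in OB, 0.62 in ST and 0.59 in HP, with 0.53 in CT (p* = 0.0152) and 0.30 in CB. Usp53 had a mean over the regions of 0.59 ± 0.06 (SE), and the difference of CB from the mean of the other regions was −0.35 ± 0.15 (SE).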

The ubiquitin-proteosome system (UPS) is implicated in the pathogenesis of several neurodegenerative disorders [75] and is also important in neuroprotection [76].

### Developmental pathways

Many changes were seen in genes associated with neural development and differentiation. However, no specific pathway or subset of developmental processes was implicated, suggesting a more diffuse effect resulting in activation of different gene sets in different cell types. The major elements of brain anatomical patterning are maintained in the MPS VII brain and there is no overt cell loss [9], despite the presence of a neurodegenerative phenotype [3]. Thus the activation of developmental genes may be triggered by the diseased microenvironment. CS affects several aspects of nervous system development directly [77]. In addition, the CS-rich microenvironment of the diseased brain affects differentiation of neural stem cells in the MPS VII dog [78]. The changes in developmental genes may also be from reactive astrocytes, which exhibit NSC characteristics [79] as MPS VII mice have diffuse astrogliosis [3]. Two major markers of reactive astrocytes were up-regulated: Gfap in all regions and vimentin (Vim) in CT, OB, and ST.

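The 3 probe sets of Vim were highest in OB or CT, and for the probe set highest in OB the authors' deposited table has log2 ratios of 0.98 in OB (p* = 1.54e-06), 0.83 in CT and −0.14 in CB, with an interaction p* of 0.00352. Vim in CB differed from the mean of the other regions by −0.80 ± 0.16 (SE) for this probe set. In ST, Vim passed with 2 of its 3 probe sets, the larger log2 ratio being 0.73 (p* = 0.0017) in the authors' deposited table.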

A substantial number of the altered developmental and differentiation genes are associated with non-CNS tissues, many with the skeletal system. During embryogenesis the neural crest is associated with development of both the nervous and skeletal systems [80], [81], suggesting that fundamental developmental programs may be reactivated under the disease conditions.

### Summary

The robust power of this study revealed a large number of gene expression changes and variability by major brain subregion. Some of the differences between the normal and MPS VII brains were concordant with known histopathological, biochemical, and behavioral abnormalities in the MPS VII mouse; but, a number of altered systems have not been implicated previously and provide fruitful directions for further investigation. The central role of CS in signaling processes, cell-cell interactions, maintenance of the extracellular space, and development [77] may account for many of the gene alterations secondary to the primary monogenic mutation. The differences in patterns of expression between the immune and inflammatory system genes in MPS VII compared to MPS IIIb appear to directly reflect the predominant GAG accumulated in each mutation. The decrease in expression of major oligodendrocyte genes indicates defects in myelination. The perturbations in developmental genes, while not implicating any single process, is consistent with the apparent delayed developmental potential of neural progenitor cells due to the microenvironment, which would be expected to be pleiotropic. The large number of gene changes in the OB and the availability of gene vector and neural stem cell reagents for manipulating the OB in the MPS VII model [82], [83], indicate that olfaction may be useful for probing the mechanisms of CS accumulation on a sensory perception system in the brain.

These data also provide a basis to investigate the differences between changes in gene expression and their manifestation as protein changes and effects on cell function. Although further understanding of the pathological effects will require specific experiments targeted to the biochemistry and physiology of each pathway, understanding which changes lead to specific pathological effects should result in a better understanding of the relative contributions of the myriad altered sub-systems to overall neuropathology. Furthermore, better understanding of the multitude of effects in the diseased brain will provide more specific parameters to evaluate the effect of therapies.

## Materials and Methods

### Ethics statement

All animal procedures were performed according to protocols approved by the IACUC (Institutional Animal Care and Use Committee) of the Children's Hospital of Philadelphia (CHOP).

### Online Data Repository

The primary microarray data for this paper is available at http://www.ncbi.nlm.nih.gov/geo/ accession number GSE34071.

### MPS VII animal model

Wild-type (*gus^+^/gus^+^*), carriers (*gus^mps^/gus^+^*) and MPS VII-affected (*gus^mps^/gus^mps^*) on the C3H-HeOuJ background [84] were maintained in our breeding colony through carrier-carrier brother-sister mating. Identification of the MPS VII-affected mice, which contain a single base pair deletion in exon 10 of the GUSB gene, was verified by PCR genotyping, as described previously [85]. Diseased and normal mice were housed together until brain harvest at 5 months of age. Four litters were used that were born within one week of each other and each litter contained at least one mutant and one normal (genotypic carrier or wild-type) pup. The group included 3 genotypic normal (Wt), 5 carrier (C) and 8 MPS VII (M) mice. To obtain a sufficient number of paired animals for the study, it was necessary to use a mixture of genders for both the normal control group (2 female, 6 male) and MPS VII group (4 female, 4 male). Thus the gene expression data from males and female were considered as one group of normal (Wt/C) or MPS VII (M) brains.

### Micro-dissection of brains

At 21–22 weeks of age mice were anesthetized with ketamine/xylazine and the brains were removed and placed immediately on ice. The hemispheres were separated along the medial longitudinal fissure and each hemisphere was further dissected based on anatomical boundaries to obtain the following brain regions: cerebellum (CB), brainstem (BS), olfactory bulb (OB), cerebral cortex (CT), hippocampus (HP), and the remaining mid and forebrain portion which included the striatum and thalamus (ST). The brain pieces were immediately frozen in liquid nitrogen and stored at −80C° until used for RNA isolation.

### RNA isolation

Total RNA was isolated separately from each of the six regions of the right hemisphere. Frozen regions were placed into TRIzol (Invitrogen) at 1 ml per sample and homogenized (Pellet Pestle Motor - Kontes, VWR) at maximum speed for 20–40 Sec. The RNA was further purified using the RNeasy Lipid Tissue mini kit (Qiagen) according to manufacturer's instructions. Total RNA quality was assessed by measuring the A_260/280_ ratio on a NanoDrop ND-1000 spectrophotometer (Thermo Scientific). RNA integrity was verified by visualization of the 28S and 18S ribosomal rRNA bands, with no presence of smear, using a denaturing TAE- agarose gel.

### Microarrays

1 µg RNA from each brain region was used to prepare biotinylated aRNA samples using the MessageAMP II-biotin Enhanced Signal Round aRNA Amplification Kit (Ambion). Reverse transcription, in vitro transcription and fragmentation were performed according to manufacturer's instructions (Ambion). Samples of 10 µg aRNA were hybridized on Affymetrix mouse genome 430A 2.0 Gene Chips containing 22,690 oligonucleotide probe sets (www.affymetrix.com). A total of 96 samples (16 brains, 6 regions each) were hybridized. Hybridization, staining and washing were performed on an Affymetrix Fluidics Station 400 at the Children's Hospital of Philadelphia Nucleic Acid Core facility according to Affymetrix protocols. Scanning was performed using the Affymetrix Gene Chip Scanner 3000 controlled by a GeneChip Operating software 1.4 (GCOS, Affymetrix).

### Data normalization and analysis

Raw microarray image files were processed using the Affymetrix GCOS 1.4 software to calculate individual probe cell intensity data and generate CEL data files. The 96 Affymetrix CEL files were imported into Partek Genomics Suite (v6.5, Partek Inc. St. Louis, MO) where GCRMA was applied. Clustering approaches and principle components analysis showed two of the arrays were outliers, which were excluded for subsequent statistical analysis.

For the remaining 94 arrays, a 3-way mixed model ANOVA was calculated including the factors genotype (2 levels with wild-type and carrier combined as “normal” as described above), region (6 levels), and mouse ID (16 levels). An interaction term between genotype and region was included as well. In conjunction with the ANOVA, we calculated pairwise contrasts (each yielding a p-value and a fold change) for genotype for each of the 6 brain regions. For all resulting p-values, a corrected step-up p-value (p*) (False Discovery Rate by the Benjamini Hochberg step-up method as implemented in Partek) was calculated. A p*≤0.01 without prejudice for fold change was used to select the genes differentially expressed in MPS VII mice.

For regional gene enrichment in the normal mouse, a two way mixed model ANOVA was calculated using the factors region (6 levels) and mouse ID (8 levels). p* was calculated as above. Regional gene enrichment fold in the normal brain was calculated by dividing the regional average by the average of all the remaining regions.

### Functional analysis of the data sets

The significantly changed (p<0.01) genes were analyzed using GeneTrail (http://genetrail.bioinf.uni-sb.de/) [17] for Gene Ontology (GO) term [18] and KEGG [19] pathway enrichment, DAVID (http://david.abcc.ncifcrf.gov) [20] for GO-term and other database functional clustering, or from literature-search generated gene lists as described in the results section. Hierarchical clustering of the differentially expressed genes and heatmap generation was carried out using the MultiExperiment Viewer (MeV) tool in TM4 Microarray Software suite (http://www.tm4.org/mev.html) [86].

### Quantitative RT (reverse transcriptase)-PCR and data analysis

To validate the microarray data, nine differentially expressed genes were chosen for quantitative real time PCR analysis (Q-PCR) using the following TaqMan gene expression assays: beta-glucuronidase (Gusb, Mm03003537_s1); hexosaminidase B (Hexb, Mm00599880_m1); glial fibrillary acidic protein (Gfap, Mm00546086_m1); lysozyme (Lyz2, Mm00727183_s1), myelin-associated oligodendrocytic basic protein (Mobp, Mm00485088_m1), myelin basic protein (Mbp, Mm01262035_m1), proteolipid protein (myelin) 1 (Plp, Mm00456892_m1), oligodendrocyte transcription factor 2 (Olig2, Mm01210556_m1), and aspartoacylase (aminoacylase) 2 (Aspa, Mm00480867_m1). The 18 s ribosomal subunit (18 s rRNA, Hs 99999901_s1) was used as a reference gene.

The same RNA samples used in the microarray analysis were also used for Q-PCR. The total RNA samples treated with DNase (turbo DNA free, Ambion) and then reverse transcribed using a high capacity cDNA reverse transcription kit (Applied Biosystems) and then amplified. The changes in reporter fluorescence were monitored using the ABI SDS 7500 system (Applied Biosystems) run with the standard program. The data is expressed as mean fold changes in the MPS VII compared to the normals. Similar results in both the direction and the magnitude of change were achieved by both assay methods (Fig. S1).

### Rationale for grouping wild-type and carriers together

The disease requires inheritance of homozygous mutant alleles and there is no evidence of disease in heterozygous carriers in mice or humans. An initial analysis on HP samples using hierarchical clustering of the expression values of the 50 top and bottom significantly altered genes by fold change (p<0.01) between Wt, C and M mice, clustered the wild-type and carrier mice together and distinct from the mutants (Fig. S2). Also, the larger microarray dataset was compared using a principal component analysis (PCA) derived from an ANOVA, which compared genotype, region, and the interaction between the them for the most significant 500 probes, which showed that the wild-type and carrier samples segregated together and the mutants segregated separately (Fig. S3). This genotypic analysis is consistent with the known phenotype in which carriers and normals are indistinguishable [21], [84]. Thus for analysis, we grouped the genotypically homozygous wild-type (Wt) and heterozygous carrier (C) samples together in a group that has a normal phenotype (N).

### Data presentation for figures

When multiple probes are present for the same gene, the probe data with less significance has been eliminated for brevity. If the eliminated probe showed statistically significant regional information not found in the non-eliminated probe data, the data was consolidated for the purpose of presentation.

## Supporting Information

Figure S1 **Comparison of fold change by RT-PCR and microarray for selected genes.**
(TIF) Click here for additional data file.

Figure S2 **Heatmap showing that the normal and carrier groups are similar to each other and distinct from the mutants.** The top and bottom 50 hippocampal genes are displayed; the values are the difference from the mean.
(TIF) Click here for additional data file.

Figure S3 **Plot of Primary Component Analysis (PCA) by genotype and region showing that carriers and wild-type samples segregate from mutants.**
(TIF) Click here for additional data file.

Table S1 **Thematic consolidation of DAVID annotation clusters.**
(XLS) Click here for additional data file.

Table S2 **Gene expression altered or unaltered exclusively in one region (orange = upregulated/green = downregulated).**
(XLS) Click here for additional data file.

Table S3 **Neuronal receptor changes.**
(XLS) Click here for additional data file.

Table S4 **Gene expression changes associated with the GO terms Positive regulation of apoptosis and Negative regulation of apoptosis (orange = upregulated/green = downregulated).**
(XLS) Click here for additional data file.

Table S5 **Changes in astrocyte marker genes.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

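RNA from 6 regions of the brain (CT, HP, OB, BS, CB and ST) of MPS VII and normal mice at 5 months of age was measured on Affymetrix arrays, of which 94 from 16 mouse numbers entered the comparisons: 8 per group and region, except 7 MPS VII arrays in HP and in CB. The authors normalized the scanned arrays with GCRMA in Partek Genomics Suite and fitted a 3-way mixed model of genotype, region, mouse and the genotype by region interaction to the log2 values, with a comparison of MPS VII with normal in each region. Their deposited table, the file used here, holds 22690 probe sets and only the authors' comparisons, with 0 columns for single samples. The ratio in each of the 6 regions is, as deposited by the authors, MPS VII over normal on the linear scale; whether it is a ratio of geometric means is not stated in the paper's text. The p-value columns, as deposited by the authors, are 9 that were adjusted by their step-up method over the probe sets (6 regions, genotype, region and interaction) and 3 that were not adjusted (genotype, region and interaction). A further column of the authors gives the signed fold change of largest size over the regions. For arrays, the number of samples limits the precision, and no signal or background level is in the table.

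The log2 of each ratio was taken here, and a probe set was counted as changed in a region at a deposited p* at or under 0.01, with no minimum fold change, as in the paper's results. A gene, by its symbol as the table gives it, was counted as changed when any of its probe sets was, and 569 probe sets without a symbol were left out of gene counts. Symbols of 26 probe sets that stood in the table as date numbers (septins and others) were restored from the date and the gene title, a step added after the other results had been seen. Probe sets that name several genes (1086) were counted under their combined symbol in the counts by region. Where a gene has several probe sets, the values given are those of the probe set with the smallest p* in the region, or over the regions for a mean or an interaction p*, unless another is named.

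The residual variance of each probe set was recovered from the interaction p and the 6 ratios by solving the F test of the model with 67 residual degrees of freedom, the ratio of mouse to residual variance from the genotype p, and the standard error of each regional ratio and of the difference between a region and the mean of the other 5 from both. These values take 1 residual variance for all regions, so for a gene expressed in 1 region they describe the average over regions and not that region. In 3000 simulated probe sets the residual SD was recovered within 1% in 100% and the regional SE within 5% in 99.9%. On the table itself, the regional p computed with the recovered SE was compared with the p recovered from p* and its rank, for probe sets with an untied p* and a p under 0.5. The 2 lay within 0.1 of each other on the log10 scale for 77.6% of probe sets in HP, 87.7% in OB, 89.1% in ST, 90.1% in CB, 92.2% in CT and 93.9% in BS, and the 95th percentile of their distance was largest in HP (0.61), so the recovered SE are less exact on the table than in the simulation. A simulated change in 1 region exceeded 2 SE of that difference in 98.5% of 200 probe sets, and an equal change in all regions did so in 5.50% of the regional differences. The design was checked on the table itself: with the genotype of each array as labelled, 2 expressions of the residual variance were equal within 0.0005 in 39.3% of 19047 probe sets, as happens where a probe set has no mouse variance, compared with 23.7% when each mouse number was given a single genotype. The labels give 4 mouse numbers both genotypes, on 6 arrays, and each array was taken with its own label. Unadjusted regional p-values were recovered from p* and its rank. Where several probe sets share a p*, each was given the largest p of the tie. Counts of unadjusted p under 0.05 are therefore lower limits, mainly in HP and CB, where ties are most common.

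The genes named in the text are every gene the paper names in its text, figures or supplementary tables for a claim with a passage, apart from some genes that are not reported here, and for each region the 5 probe sets with the largest absolute fold change among those that passed; in the closing section some genes of the marker lists are named too, and these, S100a8 and, in the passages, Ccl8 were chosen after their values were seen. Lists of the figures were copied from the figures, and those of Tables S3, S4 and S5 were read from the supplementary files; the tally of Table S4 was added after the data had been seen. Marker lists of choroid plexus, cerebellar granule and Purkinje cells, olfactory sensory neurons, immediate early genes, glucocorticoid targets, sex chromosomes and erythrocytes were written from general knowledge before the table was read. The median log2 ratio of a list, with the probe sets of a gene averaged, was compared with that of 10000 random lists of as many genes drawn from the same group of residual SD (10 groups, seed 5), and a median outside their middle 95% was read as a shift of the list. Genes of the random lists were drawn independently, so their range measures neither the spread between mice nor the correlation of genes regulated together. A list was not read when under 80% of its genes, other than those left out, were on the table; this limit was applied to the marker lists after their results had been seen, in place of a smallest number of genes that had also been chosen then. The genes nearest Gusb were found with the gene table of GRCm38.p6, used only for the order of genes. That gene table placed 12629 of 12993 symbols. Signs of changes in the other regions were simulated 200 times (seed 6).

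Alternatives were a threshold of 0.05 or 0.001 on p*, a Bonferroni correction at 0.01, a minimum of 1.5-fold, probe sets of several genes left out, 1 probe set per gene, the other probe sets of a named gene, and the Benjamini-Hochberg adjustment recomputed for genotype, region and interaction. Chosen after seeing the data were an adjustment over the 6 regions together, other rules for counting genes and other averages of p* for Figure 3. Comparisons between regions of normal mice were left out, because the table holds none, and so were the enrichment of annotation terms and the RT-PCR results. Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.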

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

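The tests on the choroid plexus and cerebellar lists, on the mouse numbers and on the genotype labels, and the comparisons with simulated shared mice, with probe sets that passed in no region and without the genes the paper names, and the limit of 80% on a list, were chosen only after the results they concern had been seen.

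The size of the genotype effect differed between regions, by the authors' interaction test, for 212 probe sets, a count the paper does not report. Of the 630 probe sets that passed in 1 region, 96 had such an interaction, and the ratios in the other regions had the sign of the changed region in 76.6% of cases. Simulated data with a change in the changed region alone gave 49.9% (at most 52.4%), a value fixed by construction. Simulated noise shared between regions through the mice gave 53.5% (at most 55.6%). The observed share lies above both, but the noise was simulated with the mouse numbers as labelled, and errors in them could hide shared noise. An equal change in all regions gave 90.0% (at least 88.3%), which lies above the observed share. The simulated probe sets were not selected for passing in 1 region, as the 630 were. The 90.0% is therefore not the share that an equal change would give after that selection. A candidate explanation for part of the 1-region changes is a change that was present in other regions too and passed the threshold in only 1. The share by region ran from 57.8% for CB to 82.8% for OB, and for probe sets that passed in no region it was 58.8% against the region of smallest p. That last share also lies above the simulated shared noise. Tied p* were given the largest p of the tie, so regions with many ties were less often taken as the smallest. Regional biology is not excluded for the 96 probe sets with an interaction, and the threshold alone does not show it for the rest.

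The main effect of genotype passed at a p* of 0.01 for 584 probe sets that passed in no region (319 higher and 265 lower in MPS VII), with a median absolute mean log2 ratio of 0.28. They were found in a column of the table that the paper does not report on. Since the main effect averages 6 regions, it has a smaller SE than a regional ratio, and the 584 probe sets fit that construction; no biological explanation was tested. The authors' normalization of all arrays together is part of every value and could not be varied.

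Enpp2 (interaction p* = 2.01e-05 in the authors' deposited table) and Fbln7 (interaction p* = 3.09e-09 in the authors' deposited table) changed in opposite directions in different regions. Enpp2 was lower in HP and higher in CB, as were Otx2 (HP) and Kl (CB). The median log2 ratio of the choroid plexus list without Otx2 and Kl was −1.54 in HP (0 of 18 genes positive) and 1.71 in CB (17 of 18), a difference of 3.25 between CB and HP, and −1.24 in BS, −0.10 in CT, −0.01 in OB and 0.48 in ST. The middle 95% of random lists lay between −0.10 and 0.08 in HP and between −0.12 and 0.13 in CB. The listed genes moved by different amounts, with −3.40 in HP and 3.21 in CB for Kcne2, −3.18 and 3.86 for Sostdc1, −1.60 and 2.47 for Ttr, −0.41 and 0.28 for Igf2 and −0.12 and 0.08 for Cldn1. Cox8b of that list, 1 of the 5 probe sets of ST with the largest change, had log2 ratios of 3.56 in ST (p* = 5.90e-05), 2.30 in CB and −0.15 in HP in the authors' deposited table. In ST it differed from the mean of the other regions by 2.81 ± 0.68 (SE). Of the 24 genes of the list other than Otx2 and Kl, 18 (75.0%) were on the table, under the limit of 80%. Unequal carry-over of choroid plexus in the dissected samples and a change within the tissue that is opposite in HP and CB therefore cannot be told apart here. The 18 genes themselves lie where carry-over would put them, further outside the random lists than the cerebellar genes below, and under the smallest number of genes that was used before this limit the list would have been read as going with carry-over. What keeps it open is the missing share of the list and that the table has no value per array. Carry-over may concern every gene of the list. For the 18 genes as a set, the opposite signs in HP and CB argue against a disease change of the same direction in both regions. A change of choroid plexus that differs between regions stays open as untested. For Fbln7, which is on none of the lists, no technical explanation was tested.

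The list of cerebellar granule and Purkinje cells without Gabra6 and Slc1a6 had a median log2 ratio of 0.35 in BS, with 14 of 17 genes positive, and −0.19 in CB. Random lists lay between −0.13 and 0.18 in BS. Leaving out the 7 genes of the list that the paper names gave 0.36 in BS over 12 genes. This is consistent with more cerebellar tissue in the BS samples of MPS VII mice than in those of normal mice, which could also raise Gabra6 and Slc1a6 there. A change within BS neurons is not excluded, as the table holds no value per array.

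S100a8 and S100a9, which the paper does not discuss, had mean log2 ratios of −2.24 and −2.31 over the regions, negative in 6 of 6 regions for both. Both were chosen after their values were seen, except that S100a9 is among the 5 probe sets with the largest change in CB. The residual SD of S100a8 was 1.48, and its genotype p* was 4.26e-05 in the authors' deposited table. Blood left in the tissue is a technical explanation; of the erythrocyte list 2 of 6 genes could be read, with medians between −0.01 and 0.12, which is too few to test it, and S100a8 and S100a9 mark other blood cells than that list. No biological explanation was tested.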

How the results depend on the processing

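The joint adjustment over the 6 regions, the other rules for counting genes and the geometric or largest p* of Figure 3 were chosen only after seeing the data; the other alternatives were set before the data were examined.

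Of the 20 main counts, each threshold moved some by more than 1.5 times: 12 at 0.05, 10 at 0.001 and 19 under Bonferroni. A minimum of 1.5-fold moved 1 of 19, leaving out probe sets of several genes moved 0 of 20, 1 probe set per gene moved 1 of 20, and the joint adjustment moved 0 of 19. A stricter or more lenient threshold changes the counts by its construction.

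At a threshold of 0.05, the probe sets numbered 466 in CT, 793 in OB, 684 in BS, 371 in CB and 371 in ST, with 1782 probe sets and 1560 genes in at least 1 region, 1082 genes changed in 1 region, 21 genes in opposite directions, 13 receptor genes of Table S3, 1291 probe sets of the kind listed in Table S2 and 347 interactions. At 0.001 there were 173 in BS, 116 in CB, 568 probe sets and 497 genes in at least 1 region, 315 genes in 1 region, 2 genes in opposite directions, 1 receptor gene, 8 circadian genes of Figure 5, 382 of the kind in Table S2 and 116 interactions. Under Bonferroni at 0.01 there were 121 probe sets in CT, 108 in HP, 245 in OB, 102 in BS (104 if ties pass), 76 in CB and 99 in ST, with 365 probe sets and 315 genes in at least 1 region, 196 genes in 1 region, 25 in all, 0 in opposite directions, 25 genes of Figure 2, 22 of Figure 8, 6 of Table S5, 0 of Table S3, 44 of Figure 4, 3 of Figure 5, 245 of the kind in Table S2 and 74 interactions. With a minimum of 1.5-fold there were 3 genes in opposite directions, and with 1 probe set per gene 2. The second probe set of Gusb passed in 0 regions. The cause of these last 3 differences was not tested.

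The named calls are each gene in the regions in which it passed, or in its region of smallest p* if it passed in none, with Junb in CB and Ccl9 in CT besides, so the regions in which an otherwise changed gene did not pass are left out of their number; some of these pass at 0.05, such as Il10rb in BS, Aldoc in CB and Usp53 in CT. Of the 331 calls, 329 kept their side of the threshold at 0.05 and 2 passed that had not (Aldh1l1 in CB and Ahnak in CT), while 67 no longer passed at 0.001, 102 under Bonferroni and 28 with a minimum of 1.5-fold, all in the same direction. Leaving out probe sets of several genes changed none of the 317 calls it could test. After the joint adjustment 7 calls no longer passed: Asph, Tlr3, Il1rap and Aspa in BS, and Ctsh, Cd9 and Olig2 in OB. With 1 probe set per gene, 8 calls no longer passed and 2 reversed: Cables1 in CB to 0.47 and Serhl in BS to 0.53 on the log2 scale.

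Direction was read from the sign alone, however small the value against its SE. Among the other probe sets of named genes, 102 of 259 calls were passed by the other probe set as well, 134 had the same direction without passing, and 23 had the opposite direction. These were Gusb in HP (0.078), CB (0.25) and ST (0.26), Aldoc in BS (−0.066), Ctsb in BS (−0.14), Tlr4 in OB (−0.0099), Timp2 in CT (−0.20), CB (−0.0064) and ST (−0.038 and −0.43), Tgfbr2 in OB (−0.0048), Kl in CB (−0.015), Cables1 in CB (0.47), Serhl in BS (0.53) and CB (−0.017), Per2 in CB (−0.12), Fkbp5 in CB (−0.046), Mbp in HP (0.22) and OB (0.15), Trem2 in HP (−0.036) and CB (−0.024), and Lyz1 and Lyz2 in CB (−0.0084 for both). The cause was not tested.

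No paired analysis was possible because the table holds no value per array. For the same reason these alternatives were not run: a fit without the mouse as replicate block, each region fitted alone, only probe sets with a mean log2 value above 4, leaving out the 4 mice with both genotypes, the genotype of most labels, an ordinary variance per probe set, the regional comparisons of normal mice with their minimum of 2-fold, leaving out single arrays and other splits of the samples. The Benjamini-Hochberg adjustment was recomputed for the genotype, region and interaction p only, since only these are in the table unadjusted, and gave the same interaction count. What signal over background limits was not read, since the table holds neither.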

Differences from the paper's values

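The paper's number of genes altered in opposite directions between regions is 1, and the number counted here is 5 (Enpp2, Fbln7, Bid, Cables1 and Serhl). None of the alternatives set before the data were examined gives 1: there were 21 at 0.05, 2 at 0.001, 0 under Bonferroni, 3 with a minimum of 1.5-fold, 5 without probe sets of several genes and 2 with 1 probe set per gene. The paper's number of genes unaltered in OB only is 1, and the number counted here is 2. A threshold of 0.001 and Bonferroni at 0.01 each give 1, and a threshold of 0.05, a minimum of 1.5-fold, leaving out probe sets of several genes and 1 probe set per gene each give 2.

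Genes changed in 1 region were 547 by the rule used here; counting symbols by probe set, a rule chosen after seeing the values, gives 591, and by region 50 in CT, 33 in HP, 239 in OB, 154 in BS, 96 in CB and 33 in ST, which are the paper's numbers. For Figure 3, 28 genes had an arithmetic mean of p* under 0.0001, 38 with a geometric mean and 26 with the largest p*, the last 2 chosen after seeing the values. Of the 34 listed genes found, 28 were under that limit by arithmetic mean and 6 were not (Lgals3, Fcer1g, Npl, Gp49a, Ms4a6b and H2-D1).

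Further statements about genes, directions or regions differ as follows. The paper has A2m lower in MPS VII; the table has it higher, with log2 ratios of 2.90 in OB and 1.36 in ST, for a probe set that also names a second gene. It has Sema3b lower; the table has it changed in CB alone and higher there (1.32), and lower without passing in BS (−0.65). Junb is given as reduced in CB; in the authors' deposited table its p* there is 0.062, and it passed in CT and OB, while at a threshold of 0.05 it did not pass in CB either. Several cathepsins are given as higher in all regions; here Ctsh passed in OB only, Ctsc not in HP or BS, Ctsd and Ctsa not in BS and Ctsb not in CB. The ratios of these genes were positive in all regions where they did not pass. At a threshold of 0.05, Ctsd passed in BS and Ctsb, with another probe set, in CB, and so did Cd300a in HP and BS. Ccl9 is given as lower in CT; the table has it lower in HP (−1.38), with −0.03 in CT for that probe set. Ahnak is listed as increased; its smallest p* was 0.042 in CT in the authors' deposited table, so it passed only at a threshold of 0.05. Stat3 is given for OB; it passed in CT as well. Cd300a and Cd300lf are named among genes highly higher in MPS VII; Cd300a passed in CT, OB and ST only, and Cd300lf not in CB.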

Other observations

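Chosen only after the result was seen were the tests on immediate early genes, glucocorticoid targets, sex-linked genes, mouse numbers and genotype labels, those without the genes the paper names, and the limit of 80% on a list; the tests on Omp, on the neighbours of Gusb and on changes in 1 region were planned.

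Omp was lower in OB. The other listed transcripts of olfactory sensory neurons had a median log2 ratio of −0.48 in OB over 4 genes, and 0.18% of random lists were lower, with S100a5 at −2.47 and Gng13 at −0.95 but Adcy3 at −0.02 and Cnga2 at 0.00. The test was planned with the random lists alone, and by that wording the value goes with less tissue or RNA of these neurons in the OB samples of MPS VII mice; only 4 of 11 genes (36.4%) were on the table, under the limit of 80%, so that explanation and a change of Omp within the neurons cannot be told apart. The 33 olfactory receptor genes of the table had a median absolute log2 ratio of 0.02, which says little where a transcript is near background, and the table does not give that level.

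Fos and Junb were lower in several regions. The list of immediate early genes without Fos and Junb (14 genes) had a median log2 ratio of −0.34 in CB, −0.84 in CT, −0.38 in HP, −1.10 in OB, −0.13 in BS and −0.57 in ST, each below the middle 95% of random lists. Without all 5 genes of the list that the paper names, 11 genes had −0.21 in CB, −0.64 in OB and −0.09 in BS, where 5.15% of random lists were lower. This is consistent with a different acute response of the groups around anaesthesia and brain removal, and a lower neuronal activity in MPS VII mice, which is biological, was not tested.

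Per2 and Fkbp5 were higher in MPS VII. The list of glucocorticoid targets without Per1 and Per2 (11 genes, Fkbp5 still among them) had a median log2 ratio above the middle 95% of random lists in 6 of 6 regions: 0.39 in CT, 0.39 in HP, 0.16 in OB, 0.66 in BS, 0.82 in CB and 0.39 in ST. Without the 5 genes of the list that the paper names, 8 genes had 0.68 in BS, 0.59 in CB and 0.16 in OB. A higher glucocorticoid level in the MPS VII mice at brain removal is a candidate explanation. It may bear on Per2 and on other genes listed under circadian rhythm. The 6 regions came from the same mice, so they are not 6 independent results, and a few animals could shift them all. It was not separated from the time of day of brain removal, which the table does not give.

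The 2 of 50 genes nearest Gusb on chromosome 5 that passed in any region were Sbds and Ncf1 (4.00%), compared with 6.42% of 12578 other genes (Fisher's exact test, one-sided, p = 0.840). Alleles carried along with the Gusb mutation from another strain would raise that share, and no such rise was found, but 50 genes are too few for a small one, so this cannot be told apart from none.

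Sex-linked probe sets vary within the arrays of a mouse number. Of 12 such probe sets, 8 were variable, with residual SDs between 1.02 and 2.20, at or above the 99.3rd percentile of the table. Their highest ratio of variance between mice to variance within a mouse number was 5.00, where the sexes given in the paper (2 females of 8 normal and 4 of 8 MPS VII mice) would give at least 18.4 if only the 6 arrays with a second genotype had been exchanged, over 1960 assignments of the sexes, of which 720 gave no variation and the others a median of 86.8. The 18.4 was computed for expression set by sex alone, without array noise or differences between regions, and both would lower it. The values go with some arrays carrying the mouse number of another mouse. They argue against the 6 arrays being the only ones as far as such noise and differences are small, which was not tested. The genotype labels are a separate matter: with wrong genotype labels on those 6 arrays, Gusb in BS would have had a log2 ratio near −1.29, but it had −2.66, compared with −2.57 over the 4 regions without such arrays (difference −0.08 ± 0.31, SE). Errors in the mouse numbers would enter the mouse term of the model and could make the regional SE larger or smaller than stated.

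The list of sex-linked genes (5 genes) had median log2 ratios of −0.32 in CT, −0.40 in HP, −0.50 in OB, −0.26 in BS, −0.22 in CB and −0.32 in ST, outside the middle 95% of random lists in HP and OB; the MPS VII group holds more females, so sex and genotype are partly mixed for these genes. The erythrocyte list (2 of 6 genes on the table) had medians within those of random lists in all regions.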
